# UBB^+1^ reduces amyloid-β cytotoxicity by activation of autophagy in yeast

**DOI:** 10.18632/aging.203681

**Published:** 2021-11-09

**Authors:** Xin Chen, Ana Joyce Muñoz-Arellano, Dina Petranovic

**Keywords:** UBB^+1^, autophagy, amyloid-β, Alzheimer’s disease, yeast

## Abstract

UBB^+1^ is a mutated version of ubiquitin B peptide caused by a transcriptional frameshift due to the RNA polymerase II “slippage”. The accumulation of UBB^+1^ has been linked to ubiquitin-proteasome system (UPS) dysfunction and neurodegeneration. Alzheimer’s disease (AD) is defined as a progressive neurodegeneration and aggregation of amyloid-β peptides (Aβ) is a prominent neuropathological feature of AD. In our previous study, we found that yeast cells expressing UBB^+1^ at lower level display an increased resistance to cellular stresses under conditions of chronological aging. In order to examine the molecular mechanisms behind, here we performed genome-wide transcriptional analyses and molecular/cellular biology assays. We found that low UBB^+1^ expression activated the autophagy pathway, increased vacuolar activity, and promoted transport of autophagic marker ATG8p into vacuole. Furthermore, we introduced low UBB^+1^ expression to our humanized yeast AD models, that constitutively express Aβ42 and Aβ40 peptide, respectively. The co-expression of UBB^+1^ with Aβ42 or Aβ40 peptide led to reduced intracellular Aβ levels, ameliorated viability, and increased chronological life span. In an autophagy deficient background strain (*atg1Δ*), intracellular Aβ levels were not affected by UBB^+1^ expression. Our findings offer insights for reducing intracellular Aβ toxicity via autophagy-dependent cellular pathways under low level of UBB^+1^ expression.

## INTRODUCTION

Proteins are frequently misfolded during the lifetime of a cell, as a consequence of stochastic fluctuations of the structures, genomic mutations, oxidation or other different stress conditions [1]. Misfolded proteins often tend to aggregate due to the exposure of hydrophobic amino acid residues and unstructured polypeptide backbones, which are shielded in a native conformation [2]. Accumulation of misfolded proteins within cellular compartments or tissues is emerging as a major contributor or even a causative agent in human diseases which are called “conformational diseases” [3]. These include a diverse array of pathologies such as lysosomal storage diseases [4], cystic fibrosis [5] and many neurodegenerative disorders [6, 7]. To minimize the detrimental effects that misfolded and aggregated proteins impose, cells have evolved efficient protein quality control (PQC) systems to maintain proteostasis, which consist of the ubiquitin-proteasome system (UPS), chaperone mediated autophagy (CMA) and autophagy [8].

UPS is the major selective proteolytic system in eukaryotic cells, which degrades short-lived regulatory proteins and soluble misfolded proteins [9]. The conjugation of a polyubiquitin chain to target proteins is an essential step for their degradation by the 26S proteasome. Increasing evidences show that impaired and/or decreased function of the UPS is associated with many neurodegenerative diseases including Alzheimer’s disease (AD) [10], Parkinson’s disease (PD) and Huntington’s disease (HD) [11]. In addition to disease-causing proteins (e.g., amyloid β, alpha-synuclein, or Huntingtin), there are often disruptions in the Ubiquitin B gene (UBB) and mRNA transcripts, as well as polyubiquitin depositions within aggregates made of disease-specific proteins. UBB^+1^ is generated from a dinucleotide loss in the transcript due to RNA polymerase “slippage” during the transcription of the UBB gene, a process termed “molecular misreading”. The hotspots for molecular misreading are near short repeat sequence, such as the GAGAG motif [12]. The result of misreading is a frameshift near 3’ end of UBB mRNA transcript resulting in UBB^+1^, a UBB peptide variant with additional 20 amino acids at the C-terminus. Unlike the UBB, UBB^+1^ fails to ligate protein substrates or join polyubiquitin chains due to the absence of the C-terminal glycine residue, but like any other damaged protein recognized by the UPS system, it is readily ubiquitylated and degraded [13, 14].

AD is the most common form of neurodegeneration in aging population [15]. The accumulation of amyloid-β (Aβ) plaques in the brain is one of principal hallmarks of AD, which is thought to trigger a cascade of pathogenic processes [16]. Accumulation of UBB^+1^ is a cellular hallmark of sporadic and autosomal AD cases, suggesting its pathological contribution [17, 18]. The presence of UBB^+1^ has been proposed as an endogenous reporter for decreased UPS activity [19]. Previous studies showed that UBB^+1^ acts as a ubiquitin-fusion-degradation substrate for the proteasome and its properties shift from substrate to inhibitor, in a dose-dependent manner [14, 20]. Low levels of UBB^+1^ can be ubiquitinated and efficiently degraded by the UPS, whereas at high levels, the UPS fails to degrade UBB^+1^ and the accumulation of UBB^+1^ further induces functional impairment of the UPS. Prolonged expression of high levels of UBB^+1^ affects mitochondrial dynamics and triggers neuronal cell death [21, 22]. Despite the UBB^+1^-induced UPS dysfunction, in some cases UBB^+1^ expression is protective by the induction of heat-shock proteins, which promote cellular resistance to oxidative stress [23, 24]. UBB^+1^ expression reduces the Aβ plaque load in APPPS1 mice during aging through restoration of PS1-NTF expression and γ-secretase activity [25].

Although the impact of UBB^+1^ has been studied in different *in vivo* model systems, the precise role of UBB^+1^ in UPS dysfunction and its importance during AD progression remains ambiguous. The yeast *Saccharomyces cerevisiae* is a powerful eukaryotic model often used to study misfolded proteins and their implication in human pathologies due to the strong conservation of PQC systems between yeast and human cells [26]. To exploit the effects of UBB^+1^ expression on proteasome function and cellular viability, we recently developed two yeast models using constitutive expression of the human UBB^+1^, expressed at high and low levels [27]. We found that at low expression level, UBB^+1^ enhances cellular resistance to misfolded proteins and oxidative stress during chronological aging, and prolongs chronological life span (CLS), which measures the survival time of nondividing cells [27]. Aβ42 and Aβ40 are two major isoforms of Aβ associated with AD. Aβ40 is found in higher quantities in the affected brain tissue, but Aβ42 is more hydrophobic and more prone to aggregation. To mimic the chronic cytotoxicity of Aβ isoforms accumulation in AD progression, we have developed two humanized yeast AD models with Aβ42 and Aβ40 expression, respectively [28, 29]. These models have been used as a platform for synthetic genetic array (SGA) to screen for modulators of Aβ42 toxicity [30].

Here we take advantage of our low UBB^+1^ expression strain (hereafter referred to as L-UBB^+1^ strain) to investigate the underlying mechanisms that protect cells from stresses that we have previously identified [27] by using the genome-wide transcriptional analyses, followed by several molecular and cell biology assays. Transcriptome analyses helped to generate the hypotheses which were tested, which then led us to that low UBB^+1^ expression activated the autophagy pathway, which then reduced intracellular Aβ levels and alleviated its cellular toxicity.

## RESULTS

### Low expression of human UBB^+1^ significantly modifies the transcription of thousands of genes

We have previously shown that at low expression levels, UBB^+1^ can extend CLS and increase cellular tolerance to misfolded proteins in yeast [27]. 

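Transcript levels of the control strain and of the L-UBB+1 strain, which carries a plasmid for low constitutive expression of the frameshifted ubiquitin UBB+1, were measured on Affymetrix GeneChip Yeast Genome 2.0 arrays. Cultures were sampled at EX and at D6 with 2 biological replicates per strain and phase, giving 8 arrays. The deposited values were log2 expression levels per probe set, already normalized between arrays by the authors in R with the PIANO package; the normalization method is not given in the sources used here. The median log2 level of the arrays lay between 8.34 and 8.41. Of 5705 probe sets, 5489 were tied to 1 gene and 216 had no gene named here. Where a gene had more than 1 probe set, the one with the highest mean over the 8 arrays was used, which left 5444 genes. These were fitted with limma to the 4 group means, so that the groups shared 1 estimate of the spread per gene with 4 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.001 and a log2 fold change of at least 1 in size, the thresholds of the paper's text. Gene groups were tested as 52 lists written before the data were examined, 7 of them read from Fig. 2, with Fisher's exact test on the called genes and with limma's camera, which was run with a preset correlation between the genes of a list and with an estimated one. Replicate arrays differed by an SD over genes of 0.202 to 0.287 on the log2 scale, and their rank correlation across genes was 0.976 to 0.985. Arrays of different strains had a rank correlation of 0.525 to 0.595. In the control strain, EX and D6 arrays differed by an SD of 0.248 to 0.505. In the L-UBB+1 strain this SD was 0.086 to 0.291, and its lowest value lies below that of every replicate pair. In arrays simulated with the measured spread of each gene, 63 of 100 genes changed by 1.5 on the log2 scale were called between the strains at EX. Of 100 genes changed by 3, 91 were called. No other gene was changed in the simulation, against 1867 genes called at EX in the data. The adjusted p is stricter where few genes change, so these shares do not carry over to the measured comparison.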

To investigate the mechanisms behind the observed phenotypes, we further performed a genome-wide transcriptional study and compared the gene expression between the control strain (carrying an empty vector) and the L-UBB^+1^ strain, during the exponential growth phase (EX) and stationary phase (D6, i.e., 6 days after carbon source in the medium has been used up). The principal component analysis (PCA) showed distinct gene expression profile between control strain and L-UBB^+1^ strain (Figure 1A and Supplementary Figure 1). 

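Large changes between the strains were found in single genes of varied function, which were not tested here as a group. At EX, *RGI2*, which is needed for energy metabolism under respiratory growth, was 68.7-fold higher in the L-UBB+1 strain (log2 fold change 6.10, standard error 0.11, n = 2 arrays per group). The peroxisomal catalase *CTA1* was 55.4-fold higher and *ADH2*, the alcohol dehydrogenase that uses ethanol, was 39.1-fold higher. In the other direction, the Hsp70 chaperone *SSA2* fell by 4.28 on the log2 scale, the glycolytic enolase *ENO2* by 4.17 and the methionine synthase *MET6* by 4.20. All 6 genes passed the limma test, with adjusted p from 2.79e-07 for *CTA1* to 2.2e-06 for *MET6*. At D6, *ADH2* was 41.7-fold higher, and *ENO2* fell by 3.97 on the log2 scale. Over the 5444 genes, the first principal component held 92.0% of the variance and split the arrays by strain. The control arrays had scores of -41.5 and -44.3 at EX and -46.8 and -47.1 at D6, and the L-UBB+1 arrays had scores of 45.2 and 45.6 at EX and 44.8 and 44.1 at D6. The second component held 5.25%, or 14.0% with genes scaled to unit variance. Along it the control arrays of EX (-18.1 and -7.9) and of D6 (17.4 and 7.2) lay apart, while the L-UBB+1 arrays of EX (7.1 and -5.5) and of D6 (-7.1 and 6.8) overlapped.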

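At D6, the stationary phase genes *SPG1* and *SPG4* were 60.8-fold and 57.9-fold higher (35.4-fold and 37.1-fold at EX). In the control strain their mean log2 levels were 5.981 and 6.515 at D6, below 6.652 and 7.131 at EX. The lowest values on the control D6 arrays were 5.08 and 5.14, so the D6 folds rest on low control levels. Whether the control D6 and L-UBB+1 EX labels were exchanged could not be settled, which bears on every strain difference here. The acetate transporter *ADY2* was 34.7-fold higher at D6 (31.4-fold at EX). The daughter-specific glucanases *DSE2* and *DSE4* fell by 4.53 and 3.96 on the log2 scale at D6 (standard errors 0.12 and 0.11, n = 2 arrays per group). The hexose transporter *HXT4* had a log2 fold change of -4.33 at D6 and the cell wall transglycosylase *UTR2* of -4.51. Each of these genes passed the limma test at both phases, with adjusted p of 9.18e-06 or less. Of 45 stationary phase and general stress genes, 9 were called higher and 5 lower at EX (9 and 5 adjusted over the list alone), with a median log2 fold change of 0.11, and 14 higher and 2 lower at D6 (13 and 2 adjusted over the list alone), with a median of 1.13. They were not over-represented among the higher genes by Fisher's exact test (adjusted p = 0.674 at EX and 0.0716 at D6). By limma's camera with its preset correlation they were higher than other genes at D6 (adjusted p = 0.0186; adjusted p = 0.645 with an estimated correlation) and not at EX (adjusted p = 0.887). In all, 938 genes were called higher and 929 lower at EX (34.3% of the 5444 genes), and 974 were called higher and 1005 lower at D6 (36.4%). More than 4-fold changes were found for 264 rises and 247 falls at EX and for 277 rises and 258 falls at D6. Between the growth phases of 1 strain, no gene was called by limma. For D6 against EX in the control strain, 191 genes had an adjusted p under 0.05 and 1480 an unadjusted p under 0.05. In the L-UBB+1 strain these counts were 0 and 10, where about 272 genes would pass the unadjusted threshold without any difference. In this strain 2 pairs of arrays across the phases differed less (SD 0.086 and 0.143) than its replicates did (0.249 and 0.287). With such a spread within its groups, the comparison cannot show that its phases are alike.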

Pair-wise comparisons of L-UBB^+1^ strain and control strain revealed that 2212 and 2350 genes were significantly differentially expressed (adj-*P* < 0.001 and log_2_FC ≤ -1 or log_2_FC ≥ 1) during EX and D6, respectively (Figure 1B and 1C). 1913 genes (72.2%) were significantly changed during both EX and D6 phases.

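Transporters and metabolic enzymes were among the transcripts called at both phases. The lactate transporter *JEN1* was 28.7-fold higher at EX and 33.2-fold higher at D6, the hexose transporter *HXT5* 28.9-fold and 36.7-fold, and the acyl-CoA oxidase *POX1* of fatty acid breakdown 30.4-fold and 32.7-fold. *ERG6*, an enzyme of ergosterol synthesis, fell by 3.88 and 3.97 on the log2 scale. Of the 2215 genes called at EX or D6, 1631 (73.6%) were called at both, 819 of them higher and 812 lower, and 0 had opposite directions. Independent lists of these sizes would share 168 higher and 172 lower genes, but these lists are not independent. Both come from 1 fit with a shared spread per gene, and some L-UBB+1 arrays lay closer across the phases than replicates did. The EX and D6 comparisons use different arrays, and their log2 fold changes had a Pearson correlation of 0.954 across genes, which are not independent replicates. A further 236 genes were called at EX alone and 348 at D6 alone. A test of the difference itself, the interaction of strain and phase in limma, gave 0 genes at an adjusted p under 0.05 and 868 at an unadjusted p under 0.05. With a crossed replicate block, it gave 393 genes at an adjusted p under 0.05. This block exchanged the replicate numbers of the L-UBB+1 EX arrays and of the control D6 arrays. It was chosen after seeing that the replicates' deviations correlated at -0.855 across genes between L-UBB+1 EX and D6. As the block was chosen from the spread that it removes, the 393 genes can be too many. In the fit without this block, the smallest adjusted p for the interaction was 0.275, shared by genes such as *PGM2*, a phosphoglucomutase, with log2 fold changes of -1.08 at EX and 0.78 at D6, and *AAH1*, an adenine deaminase, with -0.45 and -1.91.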

**Figure 1:**
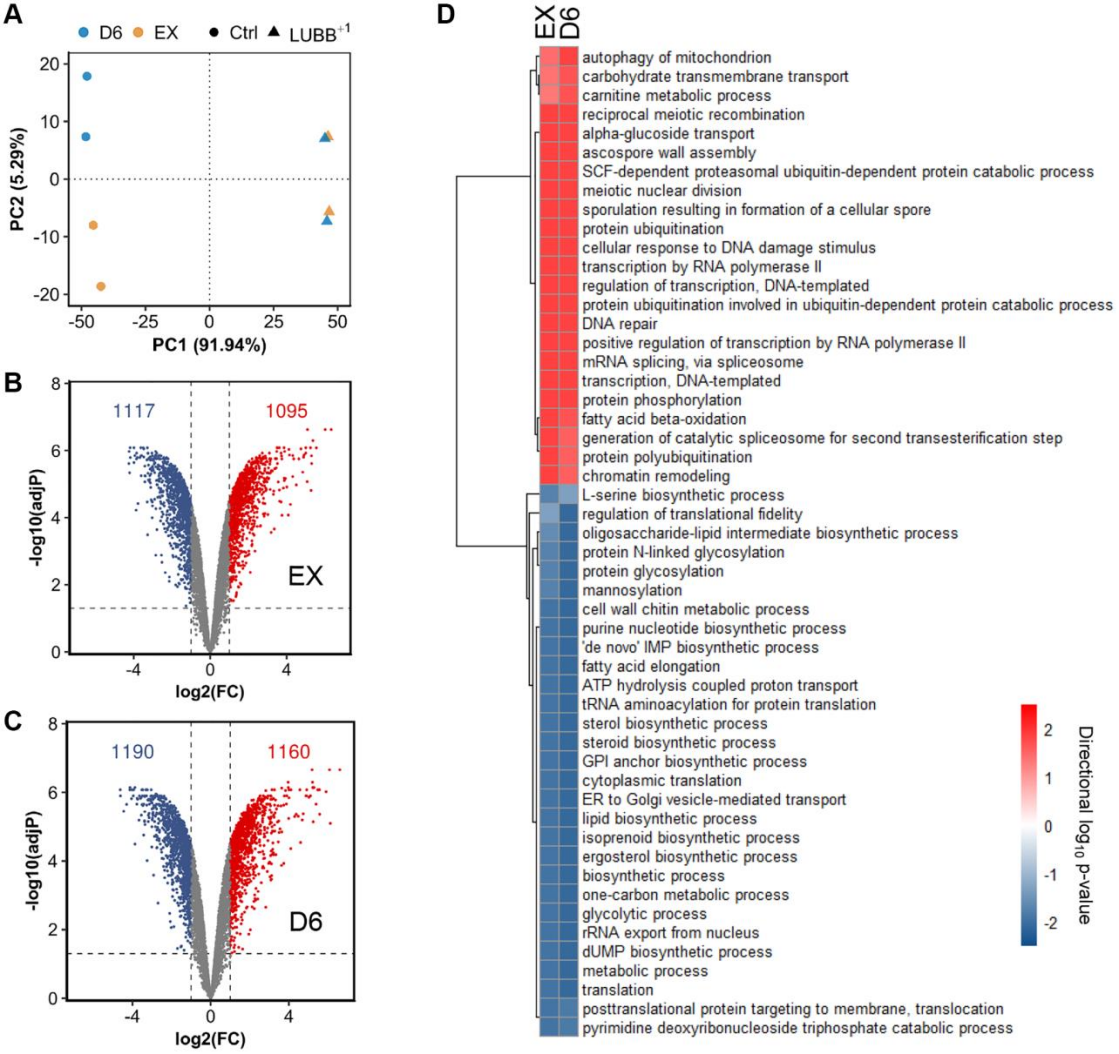
**The global transcriptional response to constitutively low UBB^+1^ expression.** (**A**) Principal Component Analysis (PCA) of the normalized microarray data. (**B**–**C**) Volcano plot of log_2_(FC) (Fold change) vs adjusted *p* value of differentially expressed genes comparing L-UBB^+1^ strain and control strain during EX (B) and D6 (**C**). The dashed vertical grey line indicates the threshold of log_2_(FC) (≤ -1 or ≥ 1), while the horizontal grey line indicates statistical significance threshold of adjusted *p* value < 0.05. (**D**) The significantly enriched GO terms in L-UBB^+1^ strain compared to control strain during EX and D6 phases. The red color indicates upregulated processes and blue color indicates downregulated processes. Samples are biological duplicates.

To gain more insight into biological processes affected by L-UBB^+1^ expression, we also performed the gene set enrichment analysis (GSA) on the significantly differentially expressed genes. In the L-UBB^+1^ strain, 23 and 29 gene sets were significantly upregulated and downregulated, respectively, in EX and D6 phases, compared to the control strain (adj-*P* < 0.05, Figure 1D). 

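Genes of gluconeogenesis, the glyoxylate cycle and acetate use and those of the carnitine shuttle rose as groups in the L-UBB+1 strain. Of 9 genes for the use of maltose and other alpha-glucosides, 4 were called higher at each phase (4 at EX and 5 at D6 adjusted over the list alone). That list was not over-represented by Fisher's exact test (adjusted p = 0.118 at EX and 0.12 at D6). All 14 genes of gluconeogenesis, the glyoxylate cycle and acetate use were called higher at EX and at D6 (14 adjusted over the list alone), with a median log2 fold change of 3.35 at D6. The glyoxylate cycle enzyme *ICL1*, isocitrate lyase, was 6.57-fold higher at EX (log2 fold change 2.72, standard error 0.28, n = 2 arrays per group). All 5 genes of the carnitine shuttle were called higher at both phases (5 adjusted over the list alone), among them the carnitine acetyltransferases *YAT1* (16.3-fold) and *YAT2* (13.5-fold). Of 40 genes of amino acid synthesis, 21 were called lower and 1 higher at EX (21 and 1 adjusted over the list alone), with *LYS9* of lysine synthesis down by a log2 fold change of -3.36. Of 14 genes of serine and one-carbon metabolism, 12 were called lower (12 adjusted over the list alone), among them *SER2* and *GCV1*. Over the 52 lists, Fisher's exact test with adjustment over 208 tests found 9 lists over-represented among the higher and 15 among the lower genes at EX, and 12 and 16 at D6. Adjusted p at EX was 5.57e-10 for the gluconeogenesis list, 0.000921 for the carnitine shuttle, 3.28e-06 for amino acid synthesis and 4.85e-07 for serine and one-carbon metabolism. All of these over-represented lists passed camera with its preset correlation, and none passed with an estimated correlation, where the 4 lists had adjusted p = 0.412, 0.374, 0.547 and 0.264. The estimate rests on 4 residual degrees of freedom, and even the list with all 14 genes called did not pass. A failure there therefore does not show that a list is unchanged. By Fisher's exact test, the amino acid list was not over-represented at EX without control EX replicate 2 (adjusted p = 0.198) or without L-UBB+1 EX replicate 2 (0.101), nor without L-UBB+1 arrays EX 2 and D6 1 together, a setting chosen after seeing the data (0.381). The lists are not the gene ontology terms of the paper.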

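Ubiquitin ligases as a group were higher in the L-UBB+1 strain. Of 27 ubiquitin ligase genes, 14 were called higher and none was called lower at EX (14 adjusted over the list alone), and 11 were called higher at D6 (11 adjusted over the list alone). *SLX8* and *SLX5*, which form a ligase that recognizes SUMO-modified proteins, were 5.50-fold and 4.49-fold higher at EX, with standard errors of 0.10 and 0.10 on the log2 scale (n = 2 arrays per group). The ligase *DMA2*, which acts in mitosis, was 6.00-fold higher. Of 16 genes of the SCF ligase and its F-box proteins, 6 were called higher at EX and 7 at D6, the same counts when adjusted over the list alone, and none was called lower. Among them, the F-box proteins *MDM30* and *MET30* were 6.09-fold and 4.65-fold higher at EX. Other parts of the system moved both ways. The polyubiquitin gene *UBI4* was 2.02-fold higher at EX and 3.04-fold higher at D6, and the ubiquitin-conjugating enzyme *CDC34*, which works with SCF, was 4.63-fold higher at EX, while the ubiquitin-activating enzyme *UBA1* fell by 1.42 and the proteasome-bound deubiquitinase *UBP6* by 1.55 on the log2 scale. Of 14 genes for activating and conjugating enzymes, 4 were called higher and 1 lower (4 and 1 adjusted over the list alone), and of 20 deubiquitinase genes 3 and 1 (3 and 1 adjusted over the list alone). The ubiquitin ligase list was over-represented among higher genes at EX (Fisher's exact test, adjusted p = 0.000298; adjusted p = 0.264 with an estimated correlation) and at D6 (adjusted p = 0.0165; adjusted p = 0.28 with an estimated correlation). The SCF list did not pass at EX (adjusted p = 0.0972) and passed at D6 (adjusted p = 0.0386; adjusted p = 0.42 with an estimated correlation). By Fisher's exact test, its D6 result was lost at the adjusted p threshold of 0.05 with the same fold (adjusted p = 0.0542) and without control D6 replicate 1 (0.065), control D6 replicate 2 (0.0671) or L-UBB+1 D6 replicate 1 (0.105). It was also lost without L-UBB+1 arrays EX 2 and D6 1 together, a setting chosen after seeing the data (adjusted p = 0.0656 by the exact test).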

Gene sets associated with autophagy and ubiquitin-related processes, such as “protein ubiquitination”, “ubiquitin-dependent protein catabolism”, “SCF-dependent proteasomal protein catabolism” and “ubiquitin-protein transferase activity”, were enriched among upregulated genes in the L-UBB^+1^ strain. Our previous study showed the L-UBB^+1^ expression inhibits proteolytic activities of 20S proteasome [27]. The inhibition of proteasome results in the compensatory activation of UPS and autophagy [31], which is in accordance with our genome-wide transcriptional analysis results. Gene sets related to transcription, such as “DNA-templated transcription”, “transcription by RNA polymerase II”, “positive regulation of transcription by RNA polymerase II”, were enriched among upregulated genes as well (adj-*P* < 0.05, Figure 1D and Supplementary Figures 2 and 3). 

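Genes of the transcription machinery moved in both directions, and genes of chromatin remodelling were called higher or not called. Among 34 genes of RNA polymerase II and the mediator complex, 3 were called higher and 5 lower at EX (3 and 5 adjusted over the list alone). The mediator subunit *ROX3* was 5.04-fold higher (log2 fold change 2.33, standard error 0.14, adjusted p = 5.51e-06 from limma, n = 2 arrays per group). The mediator subunits *SRB2* and *SRB7* fell by 2.28 and 1.68 on the log2 scale. Of 42 genes of chromatin remodelling, 12 were called higher and none was called lower (12 adjusted over the list alone), among them *ARP8* of the INO80 complex (4.30-fold) and *VPS72* and *SWC4* of the SWR1 complex (3.95-fold and 3.73-fold). Of 59 splicing genes, 11 were called higher and 3 lower (11 and 3 adjusted over the list alone), with *CLF1* 4.67-fold and *LEA1* 3.40-fold higher. At D6 the counts were 3 higher and 7 lower for the polymerase and mediator list, 13 and 0 for chromatin remodelling and 13 and 1 for splicing. None of the 3 lists was over-represented among the higher genes by Fisher's exact test at EX (adjusted p = 0.368, 0.124 and 0.805) or D6 (adjusted p = 0.368, 0.0909 and 0.516). By limma's camera with its preset correlation, chromatin remodelling and splicing genes were higher than other genes at EX (adjusted p = 0.00558 and 0.0135; adjusted p = 0.547 and 0.482 with an estimated correlation) and at D6 (adjusted p = 0.00603 and 0.0124; adjusted p = 0.492 and 0.457 with an estimated correlation). These lists hold the machinery of transcription and not its sequence-specific regulators, so they cover part of the gene sets named in Fig. 1D.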

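Genes of ribosomal proteins, tRNA synthetases, N-glycosylation and entry into the secretory pathway were lower in the L-UBB+1 strain, while ribosome biogenesis genes were not lower as a group at EX. Of 128 cytosolic ribosomal protein genes, 63 were called lower and 2 higher at EX (63 and 2 adjusted over the list alone), with a median log2 fold change of -0.98. *RPS22A* and *RPL22A* fell by 2.67 and 2.39 on the log2 scale (standard errors 0.11 and 0.09, n = 2 arrays per group). Of 20 cytosolic tRNA synthetase genes, 13 were called lower (13 adjusted over the list alone), with *TYS1*, which charges tyrosine tRNA, at a log2 fold change of -3.09. Of 128 ribosome biogenesis genes, 8 were called higher and 6 lower at EX (6 and 5 adjusted over the list alone), with a median of -0.01, which were fewer higher and fewer lower genes than among other genes (Fisher's exact test, adjusted p = 0.00178 and 0.000296). At D6, 2 were called higher and 41 lower (2 and 38 adjusted over the list alone; adjusted p = 0.00105 by the exact test; adjusted p = 0.559 with an estimated correlation). Between D6 and EX, the median log2 difference of these genes was 0.88 in the control strain and 0.02 in the L-UBB+1 strain. This D6 result was lost with the replicate block (adjusted p = 0.177 by the exact test), without control D6 replicate 1 (1) or 2 (0.658), without L-UBB+1 D6 replicate 1 (0.522) or 2 (0.076), and without the closest L-UBB+1 arrays in pairs, chosen after seeing the data (0.744 and 0.508). The 34 translation factor genes had 3 called lower and none called higher (3 adjusted over the list alone), and their median was -0.32. Of 27 N-glycosylation genes, 20 were called lower (20 adjusted over the list alone) and the median was -1.25, among them the dolichol phosphate mannose synthase *DPM1* (-2.22) and the oligosaccharyltransferase subunit *SWP1* (-2.18). Of 22 genes of translocation into the ER, 13 were called lower (13 adjusted over the list alone), including *SEC63* (-1.99) and the signal peptidase subunit *SPC3* (-2.02). Of 34 genes of ER to Golgi transport, 12 were called lower (12 adjusted over the list alone), with the vesicle proteins *ERP2* at -2.56 and *ERV29* at -1.87. GPI anchor synthesis had 5 of 22 genes called lower (5 adjusted over the list alone), led by *GWT1* (-2.42). At EX, Fisher's exact test gave adjusted p = 4.41e-15 for the ribosomal proteins, 2.27e-05 for the tRNA synthetases, 2.25e-09 for N-glycosylation, 9.08e-05 for ER translocation and 0.0283 for ER to Golgi transport. With an estimated correlation, these lists had adjusted p = 0.412, 0.447, 0.264, 0.264 and 0.264. Translation factors (adjusted p = 0.368) and GPI anchor synthesis (adjusted p = 0.53) did not pass Fisher's exact test. By the same exact test, the ER to Golgi list was not over-represented at EX without control EX replicate 1 (adjusted p = 0.0966), without the dimmest 25% of genes (0.116) or at the adjusted p threshold of 0.05 with the same fold (0.0547).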

Whereas gene sets related to protein synthesis pathways, such as “translation”, “protein glycosylation”, “GPI anchor biosynthetic process”, “ER to Golgi transport”, “translocation”, were enriched among downregulated genes in the L-UBB^+1^ strain (adj-*P* < 0.05, Figure 1D and Supplementary Figures 2 and 3), which may alleviate the ER stress by reducing the influx of newly synthesized proteins into ER. In addition to these protein syntheses and processing related processes, genes related to metabolic process, such as “lipid biosynthetic process”, “nucleotide biosynthetic processes” and “glycolytic process”, were significantly downregulated in the L-UBB^+1^ strain (adj-*P* < 0.05, Figure 1D and Supplementary Figures 2 and 3).

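Transcripts of sterol, fatty acid, purine and glycolytic enzymes were lower in the L-UBB+1 strain. Of 24 genes of ergosterol synthesis, 20 were called lower at EX and 21 at D6 (20 and 21 adjusted over the list alone), with median log2 fold changes of -2.33 and -2.58. *ERG25*, a sterol methyl oxidase, fell by 3.21 at EX on the log2 scale (standard error 0.11, adjusted p = 1.07e-06 from limma, n = 2 arrays per group). Of 11 genes of fatty acid synthesis and elongation, 6 were called lower and 1 higher at both phases (6 and 1 adjusted over the list alone), including the elongases *ELO1* (-2.88 at EX) and *ELO3* (-2.59). Of 14 genes of purine synthesis, 12 were called lower at EX and 13 at D6 (12 and 13 adjusted over the list alone), among them *ADE17* (-3.97 at EX) and *ADE1* (-3.59). Of 16 glycolytic genes, 12 were called lower at EX and 10 at D6 (12 and 10 adjusted over the list alone), with the phosphoglycerate kinase *PGK1* at -3.70 and the phosphoglycerate mutase *GPM1* at -3.11 at EX. The breakdown of fatty acids moved the other way, with 10 of 11 genes of β-oxidation called higher at both phases (10 and 11 adjusted over the list alone) and the thiolase *POT1* 22.2-fold higher at EX. Within the control strain, the median log2 difference between D6 and EX was 0.19 for ergosterol synthesis, 0.03 for fatty acid synthesis, -0.16 for purine synthesis, -0.12 for glycolysis and -0.31 for β-oxidation. At EX, Fisher's exact test gave adjusted p = 8.15e-11, 0.0179, 4.85e-07 and 5.53e-06 for the 4 lists that fell and 2.52e-06 for β-oxidation. With an estimated correlation, these 5 lists had adjusted p = 0.264, 0.412, 0.374, 0.412 and 0.374.

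**Figure D1:**
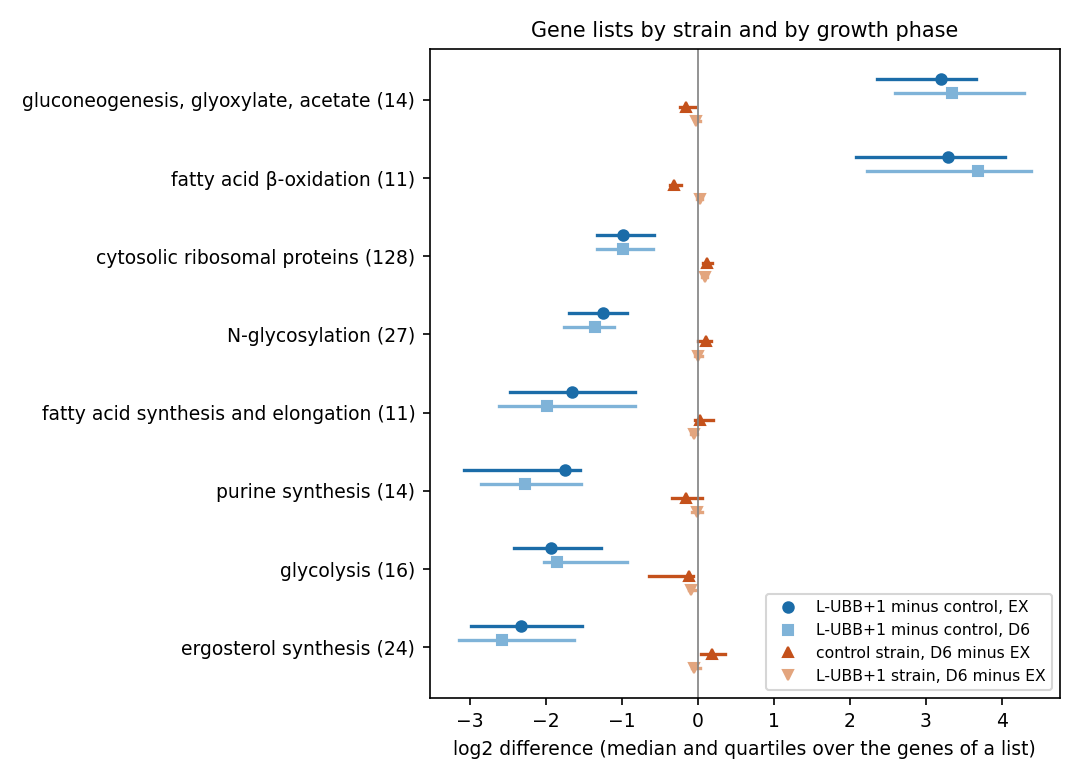
Log2 differences of 8 gene lists between the strains at EX and D6 (circles and squares) and between D6 and EX within each strain (triangles); points are medians and lines span the quartiles over the measured genes, whose number stands in brackets. The strain medians of ergosterol synthesis lie at -2.33 and -2.58, against 0.19 between D6 and EX in the control strain.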

### Low expression of human UBB^+1^ significantly increases the transcription of autophagy genes

Gene sets related to autophagy processes were significantly upregulated in the L-UBB^+1^ strain (Figure 2 and Supplementary Table 1). 

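Genes drawn in Fig. 2 as autophagosome formation and regulation of autophagy were over-represented among the higher genes of the L-UBB+1 strain by Fisher's exact test at EX and D6. Neither list passed camera with an estimated correlation at either phase. Of the 17 genes of Fig. 2B, 8 were called higher at EX and 8 at D6, and none was called lower (8 at EX and 9 at D6 adjusted over the list alone). Of the 20 genes of regulation of autophagy, 9 were called higher and 1 lower at each phase, the same counts when adjusted over the list alone. These lists were chosen by the study on these samples, so their counts are not independent evidence of a direction. *ESA1*, the acetyltransferase of the NuA4 complex, was 4.08-fold higher at EX (log2 fold change 2.03, standard error 0.12, n = 2 arrays per group), and the kinase *KSP1* was 2.70-fold higher. The cyclin *PCL1* fell by 2.49 on the log2 scale. Of 18 genes of the core autophagy machinery, listed from textbook knowledge, 6 were called higher and none was called lower at each phase (6 adjusted over the list alone). Of 11 genes of vacuolar hydrolases, which degrade the contents of autophagic vesicles, 3 were called higher and 2 lower at EX (4 and 2 adjusted over the list alone), with the trehalase *ATH1* 4.20-fold higher and the aminopeptidases *APE1* and *APE3* down by log2 fold changes of -3.15 and -2.47. Fisher's exact test at EX gave adjusted p = 0.0157 for the Fig. 2B genes, 0.0134 for regulation of autophagy, 0.185 for the core machinery and 0.537 for the rises among vacuolar hydrolases. With an estimated correlation, the first 2 lists had adjusted p = 0.475 and 0.264. At D6 the exact test gave these 2 lists adjusted p = 0.0184 and 0.0165. By Fisher's exact test at EX, the Fig. 2B list did not pass without control EX replicate 2 (adjusted p = 0.382) or L-UBB+1 EX replicate 2 (0.0888), and the regulation list did not pass without control EX replicate 2 (0.0993), without L-UBB+1 EX replicate 1 (0.0563) or after quantile normalization (0.132). At D6 the regulation list did not pass without control D6 replicate 2 (adjusted p = 0.203 by the exact test). With the closest L-UBB+1 arrays left out in pairs, a setting chosen after seeing the data, the Fig. 2B list did not pass at EX either way (adjusted p = 0.168 and 0.0808 by the exact test). Without EX 2 and D6 1, the Fig. 2B list also did not pass at D6 (adjusted p = 0.0808 by the exact test), nor did the regulation list at EX (0.0622).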

Autophagy is a major catabolic pathway which critically secures eukaryotic cellular homeostasis and survival [32]. Activation of autophagy extends the lifespan of many other model systems such as the nematode *Caenorhabditis elegans* [33], fruit fly *Drosophila melanogaster* [34] and mice [35], and protects cells against a variety of stresses [36, 37]. Macroautophagy is the most prevalent form of autophagy in which double-membrane structures called the autophagosomes are formed around cargoes designated for degradation, such as aberrant organelles and misfolded/aggregated proteins [38]. It starts with the appearance of an isolated membrane termed the pre-autophagosomal structure [39], which expands and seals itself into an autophagosome while engulfing bulk portions of cytoplasm. Upon fusion with the vacuole, the inner autophagosome contents are degraded by lysosomal hydrolases (Figure 2A). About 35 autophagy-related genes (ATG) have been identified in yeast [40]. Among these, 18 ATG genes in six functional groups are required for autophagosome formation: the Atg1 complex, Atg9, the autophagy-specific phosphatidylinositol 3-kinase (PI3K) complex, the Atg2-Atg18 complex, and the Atg8 and Atg12 conjugation systems [41]. Compared to the control strain, 15 out of these 18 ATG genes were found significantly upregulated in the L-UBB^+1^ strain (adj-*P* < 0.05, Figure 2B). 

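Genes of the systems that attach Atg8 to the growing autophagosome membrane went in both directions. *ATG8* itself was 4.43-fold higher at EX (log2 fold change 2.15, standard error 0.21, adjusted p = 6.41e-05 from limma, n = 2 arrays per group) and 7.36-fold higher at D6. *ATG3*, the enzyme that conjugates Atg8 to lipid, was 3.54-fold higher at EX, the protease *ATG4* 2.38-fold and *ATG12* of the second conjugation system 2.39-fold. *ATG9*, the membrane protein of the vesicles that seed autophagosomes, was 2.70-fold higher at EX and 3.97-fold at D6. At an adjusted p under 0.05 with no fold threshold, 12 of the 17 genes of Fig. 2B were higher and 2 lower at EX, and 15 were higher and 2 lower at D6, the same counts when adjusted over the list alone. At this threshold, 2027 of all 5444 genes were higher and 2039 lower at EX, and 2051 and 2089 at D6. As the study chose the Fig. 2B genes on these samples, their counts are not independent evidence. The lower genes of Fig. 2B were *ATG5* of the Atg12 system (log2 fold change -1.00 at EX and -0.70 at D6) and *ATG18* of the Atg2-Atg18 complex (-0.79 and -0.70). *ATG17* of the Atg1 complex, *ATG7*, the activating enzyme of both conjugation systems, and *VPS30*, also called *ATG6*, did not pass at EX, with log2 fold changes of 0.12, 0.33 and 0.13 and adjusted p = 0.607, 0.304 and 0.365 from limma. At D6 they passed limma with adjusted p = 0.0256, 0.0495 and 0.049. *ATG17* lost this without control D6 replicate 1 (0.136) or L-UBB+1 D6 replicate 1 (0.139). *ATG7* lost it without either control EX array (0.0609 each), control D6 replicate 1 (0.153), control D6 replicate 2 (0.132) or L-UBB+1 D6 replicate 1 (0.266). *VPS30* lost it without either control EX array (0.0743 each), either L-UBB+1 EX array (0.0528 each), control D6 replicate 1 (0.0914), control D6 replicate 2 (0.164) or L-UBB+1 D6 replicate 1 (0.273). *ATG31* passed limma at EX (adjusted p = 0.0342) and not without control EX replicate 1 (0.0648), control EX replicate 2 (0.156), either control D6 array (0.0533 each) or L-UBB+1 EX replicate 2 (0.192). Over the 18 genes of the core machinery listed from textbook knowledge, 10 were higher and 3 lower at EX and 13 higher and 2 lower at D6, the same counts when adjusted over the list alone. The paper states that low UBB+1 expression activates autophagy at the transcript level (Fig. 2).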

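The kinase gene *ATG1* (YGL180W), which starts autophagosome formation, was 6.78-fold higher in the L-UBB+1 strain at EX (95% confidence interval 5.16 to 8.91) and 5.64-fold higher at D6 (4.29 to 7.41). Its log2 level at EX was 7.76 ± 0.03 (SD, n = 2) in the control strain and 10.53 ± 0.09 (SD, n = 2) in the L-UBB+1 strain. At D6 the levels were 7.90 ± 0.38 and 10.39 ± 0.01. Both differences passed the limma test, with adjusted p = 6.72e-06 at EX and 9.67e-06 at D6. Both L-UBB+1 arrays of a phase lay above both control arrays. The actin transcript *ACT1*, to which the paper's qPCR was normalized, fell by 2.22 at EX and 2.19 at D6 on the log2 scale (standard error 0.12 each).

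**Figure D2:**
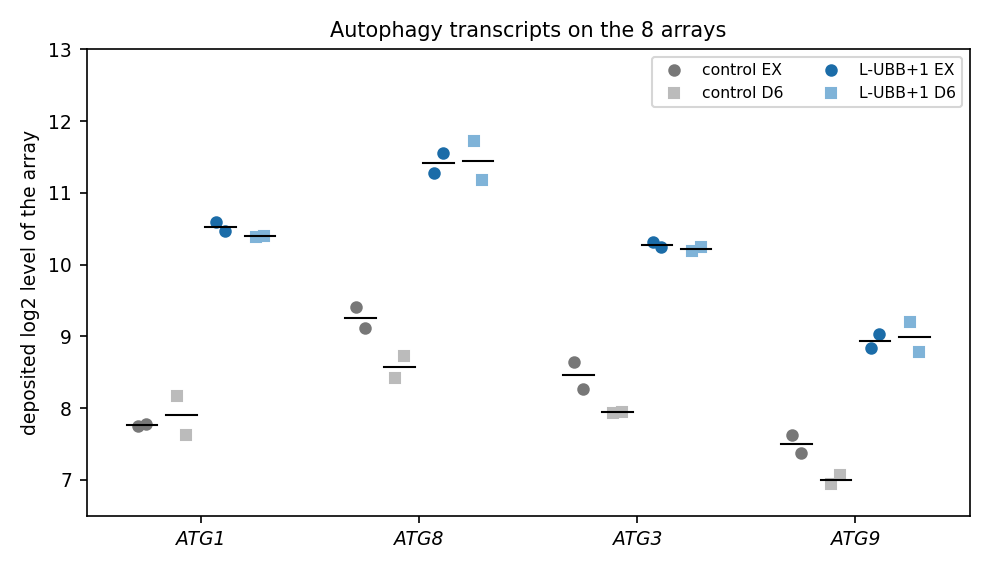
Deposited log2 levels of *ATG1*, *ATG8*, *ATG3* and *ATG9* on each of the 8 arrays (circles for EX, squares for D6), with the mean of each group of 2 arrays as a line; levels of different genes are not comparable. For *ATG1*, the L-UBB+1 means are 10.53 at EX and 10.39 at D6, against 7.76 and 7.90 in the control strain.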

The expression level of *ATG1*, an essential regulator required for the formation of the autophagosome in yeast [42], was 7.03 and 5.86-fold higher in the L-UBB^+1^ strain during the EX phase and D6 phase, respectively (Supplementary Table 2). qPCR (quantitative PCR) analysis verified that the transcript level of *ATG1* was 7.33-fold higher in L-UBB^+1^ strain during EX phase (*p* < 0.001, Supplementary Figure 4).

**Figure 2:**
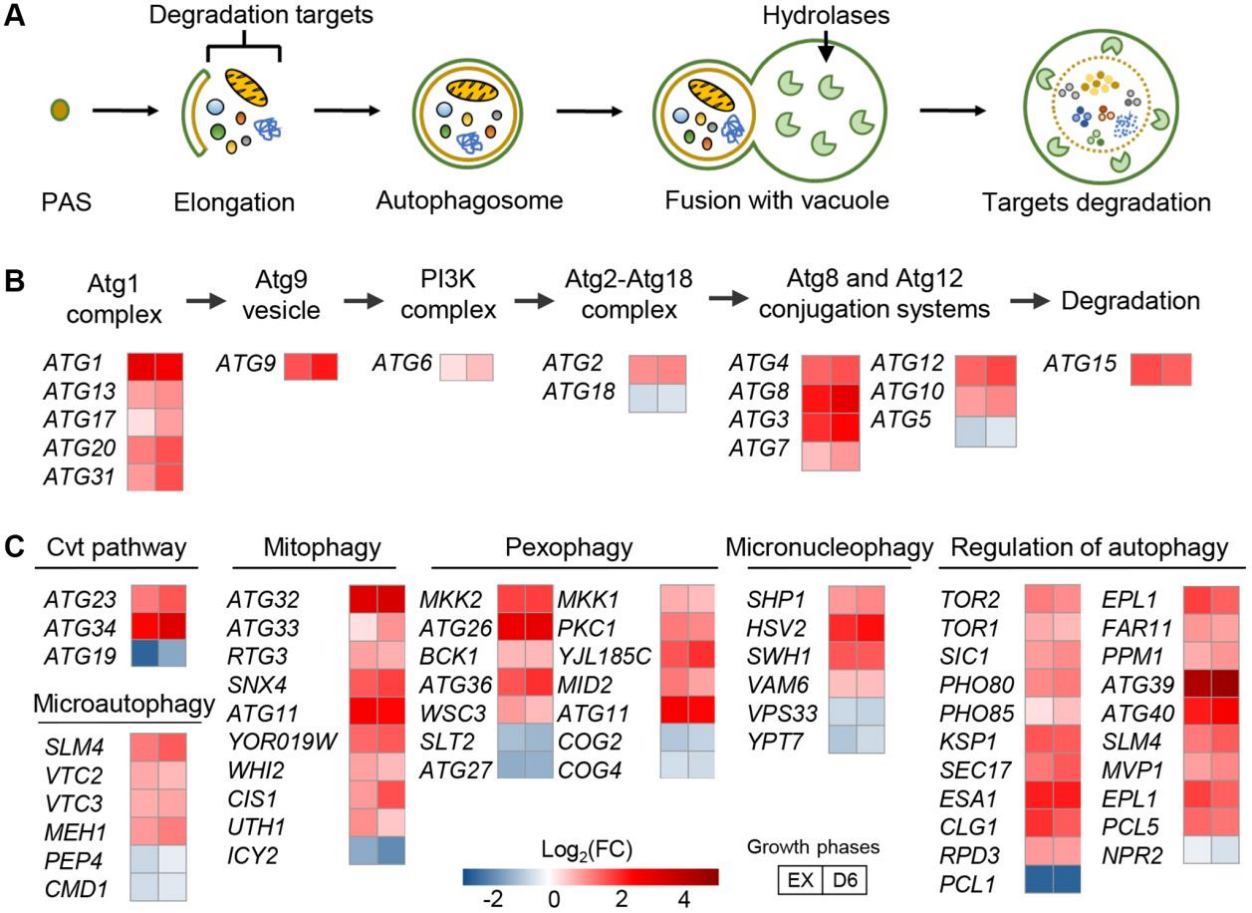
**Low UBB^+1^ expression activates autophagy at the transcript level.** (**A**) Schematic overview of autophagosome formation. (**B**) Fold changes in the expression of ATG genes encoding for autophagosome formation. Abbreviation: PI3K, phosphatidylinositol 3-kinase. (**C**) Fold changes in the expression of genes encoding different modes of autophagy. All comparison is between L-UBB^+1^ strain and control strain during EX and D6 phases (adj-*p* < 0.05).

Most genes involved in “regulation of autophagy” and “cvt pathway”, “pexophagy”, “mitophagy” and “micronucleophagy” were also significantly upregulated in the L-UBB^+1^ strain (Figure 2C). 

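Among the genes of Fig. 2C, *ATG39*, *ATG32*, *ATG26* and *ATG11* had the largest rises at EX. *ATG39*, a receptor for the nuclear envelope, was 16.8-fold higher at EX and 21.9-fold higher at D6 (log2 fold changes 4.07 and 4.46, standard error 0.13 each, n = 2 arrays per group). *ATG32*, the mitochondrial receptor, was 8.35-fold and 9.24-fold higher, *ATG11*, the scaffold of selective autophagy, 5.48-fold and 4.71-fold, and *ATG26*, a sterol glucosyltransferase, 6.58-fold and 7.02-fold. At an adjusted p under 0.05 from limma, 17 of 20 genes of regulation of autophagy were higher and 2 lower at EX. Mitophagy had 8 of 10 genes higher and 1 lower, with *ATG41* as the lower gene (log2 fold change -1.55 at EX). Of 13 genes of pexophagy, 9 were higher and 4 lower, the lower ones being *SLT2*, *ATG27*, *COG2* and *COG4*. Of 6 genes of micronucleophagy, 4 were higher, among them *HSV2* (3.64-fold at EX), and 2 were lower, namely *VPS33* and *YPT7* of vacuole fusion. The cvt pathway had 2 of 3 genes higher, *ATG34* (4.81-fold at EX) and *ATG23* (2.01-fold), while its receptor *ATG19* fell by 2.49 at EX and 1.51 at D6 on the log2 scale. Of 6 genes of microautophagy, 4 were higher and 2 lower, the protease *PEP4* and calmodulin *CMD1*. All of these counts were the same when adjusted over the list alone. Over all 5444 genes, 2027 were higher and 2039 lower at EX at this threshold. Fisher's exact test of the called higher genes at EX gave adjusted p = 0.151 for mitophagy and 0.368 for pexophagy. It gave 0.389 for micronucleophagy and 0.153 for the cvt pathway, and microautophagy did not pass it. At D6 none of the lists just named passed the exact test (adjusted p of 0.163 or more). The study chose these lists on these samples, so the counts are not independent evidence. In limma, some calls at EX were lost without 1 array: *VTC3* without control EX replicate 1 (adjusted p = 0.176), control EX replicate 2 (0.0697) or L-UBB+1 EX replicate 1 (0.211), *VAM6* without the same arrays (0.0964, 0.0771 and 0.166), and *CMD1* without the same arrays (0.0602, 0.0583 and 0.085). *CIS1* lost its call without control EX replicate 2 (0.175), L-UBB+1 EX replicate 2 (0.168) or either control D6 array (0.0545 each), and *UTH1* without control EX replicate 1 (0.0519) or L-UBB+1 EX replicate 1 (0.0547).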

Higher transcription levels of 10 autophagy related genes were further verified by qPCR analysis (Supplementary Figure 5). For illustration, 81 differentially expressed genes involved in autophagy related processes are listed in Supplementary Table 2.

### Low expression of human UBB^+1^ activates autophagy

To investigate whether the expression of L-UBB^+1^ led to an actual activation of the autophagy pathway, autophagy was monitored by measuring the cleavage of a GFP-Atg8 fusion protein. Atg8p is a protein essential for autophagy, which is transported to the vacuole for degradation during autophagy. The proteolysis of GFP-Atg8 releases an intact GFP, which can be detected and correlated with the autophagic rate [43]. The cleavage of GFP-Atg8 was assessed at mid EX phase in both control strain and L-UBB^+1^ strain. No cleavage of GFP was observed in control strain. In contrast, 36% of free GFP was detected in the L-UBB^+1^ strain, indicating the activation of autophagy (Figure 3A and 3E). Nitrogen starvation and rapamycin treatment are two known activators of autophagy [44], which resulted in 90% and 59% of free GFP cleavage in our control strain, respectively (Figure 3A and 3E). When we analyzed the GFP-Atg8 cleavage in autophagy deficient mutant (*atg1*Δ) background, no GFP-Atg8 cleavage was observed in the *atg1*Δ_L-UBB^+1^ strain, similar to the results from nitrogen starvation and rapamycin treatment in *atg1*Δ_control strain (Figure 3B). This indicates that the Atg1p is involved in L-UBB^+1^-induced activation of autophagy. Fluorescent microscopy was used to study the localization of GFP-Atg8p. Since GFP is relatively resistant to degradation, it accumulates in the vacuole as autophagy proceeds. In the L-UBB^+1^ strain, 24.1% of cells showed diffused GFP fluorescence in the vacuole (Figure 3C and 3F), which was significantly higher than 6% in the control strain (Figure 3C and 3F). The nitrogen starvation and rapamycin treatments in control strain showed respectively 91.1% and 83.2% of cells with stronger GFP fluorescence inside the vacuoles (Figure 3C and 3F). In the *atg1*Δ mutant strain, the accumulation of GFP fluorescence in the vacuole was absent under the same treatments (Figure 3D and 3F), revealing the inability of mutant cells to activate autophagy.

**Figure 3:**
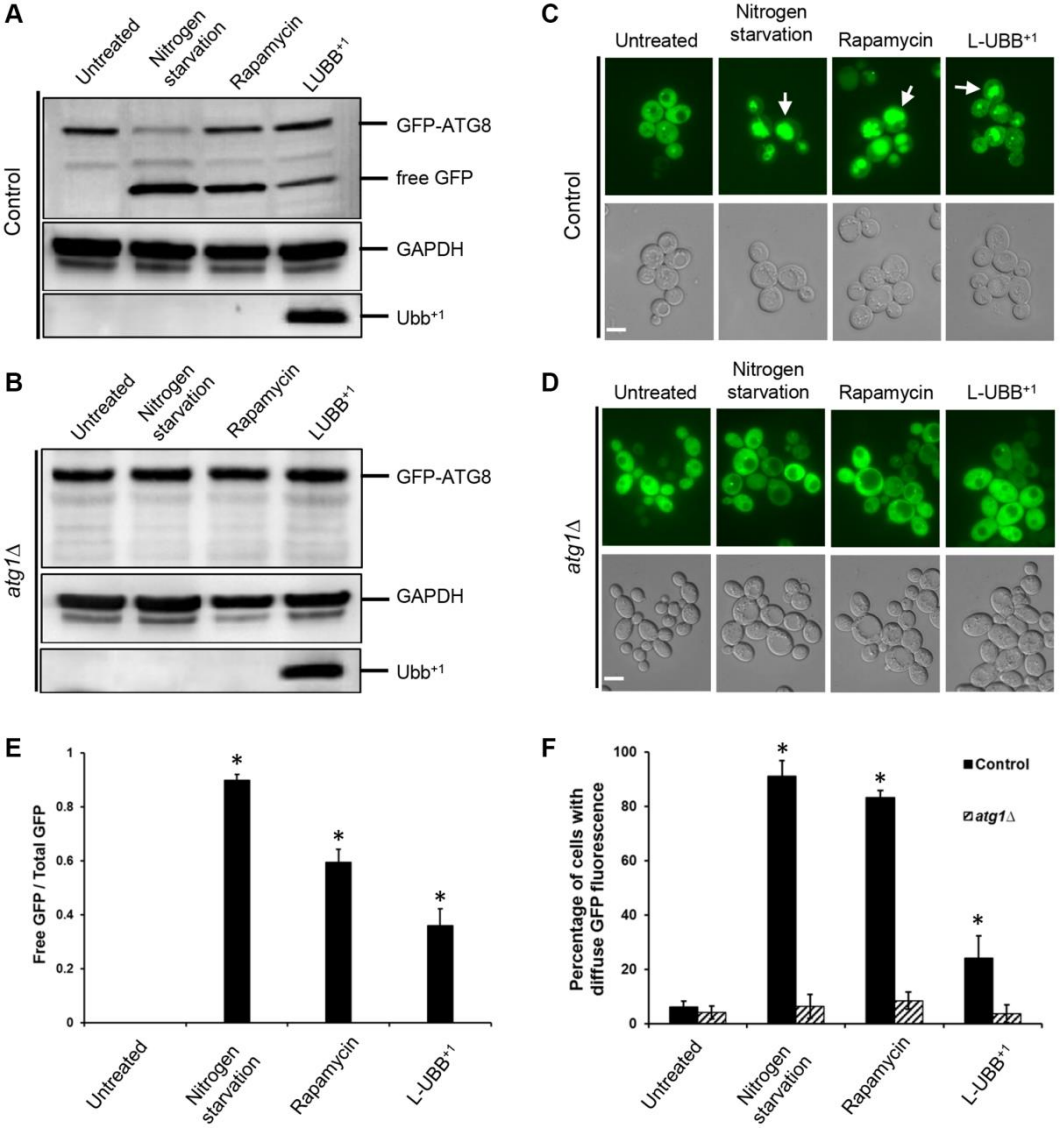
**Low UBB^+1^ expression activates autophagy.** (**A**–**B**) Western blot of GFP-Atg8p processing into free GFP. GAPDH was used as the loading control. (**C**–**D**) Translocation of GFP-Atg8p into yeast vacuole. Top panel: images from FLUO-GFP filter. Bottom panel: images from DIC filter. White arrow: GFP fluorescence inside vacuole. Scale bar = 5 μm. (**E**) The ratio of free GFP to total GFP (uncleaved GFP-ATG8 + free GFP) under wild type background was calculated and presented based on (**A**). Data is shown as average values ± SD from biological triplicates. (**F**) The percentage of cells with diffuse vacuolar GFP fluorescence was counted and represented based on (**C**–**D**). Above 200 cells were count per sample (*n* = 3 ± SD). The asterisk (^*^) indicates a statistically significant *p*-value of < 0.05 from untreated control strain.

Autophagy was also monitored by following the bulk transport of cytosolic contents to vacuole for degradation using a FM 4-64 dye [45]. In the absence of autophagy, only the vacuolar perimeter was stained with FM 4-64 (Figure 4A). Under autophagy-induced conditions, cells showed intravacuolar staining and multivesicular bodies. Nitrogen starvation and rapamycin treatment resulted in 94.1% and 81.2% of cells showing such intravacuolar staining, respectively (Figure 4A and 4C). For the L-UBB^+1^ strain, 29% of the cell population showed intravacuolar staining (Figure 4A and 4C), which was significantly higher than the control strain (*p* < 0.05). In the *atg1*Δ mutant background, there was no significant intravacuolar staining neither with L-UBB^+1^ expression, nor under nitrogen starvation and rapamycin treatment (Figure 4B and 4C).

**Figure 4:**
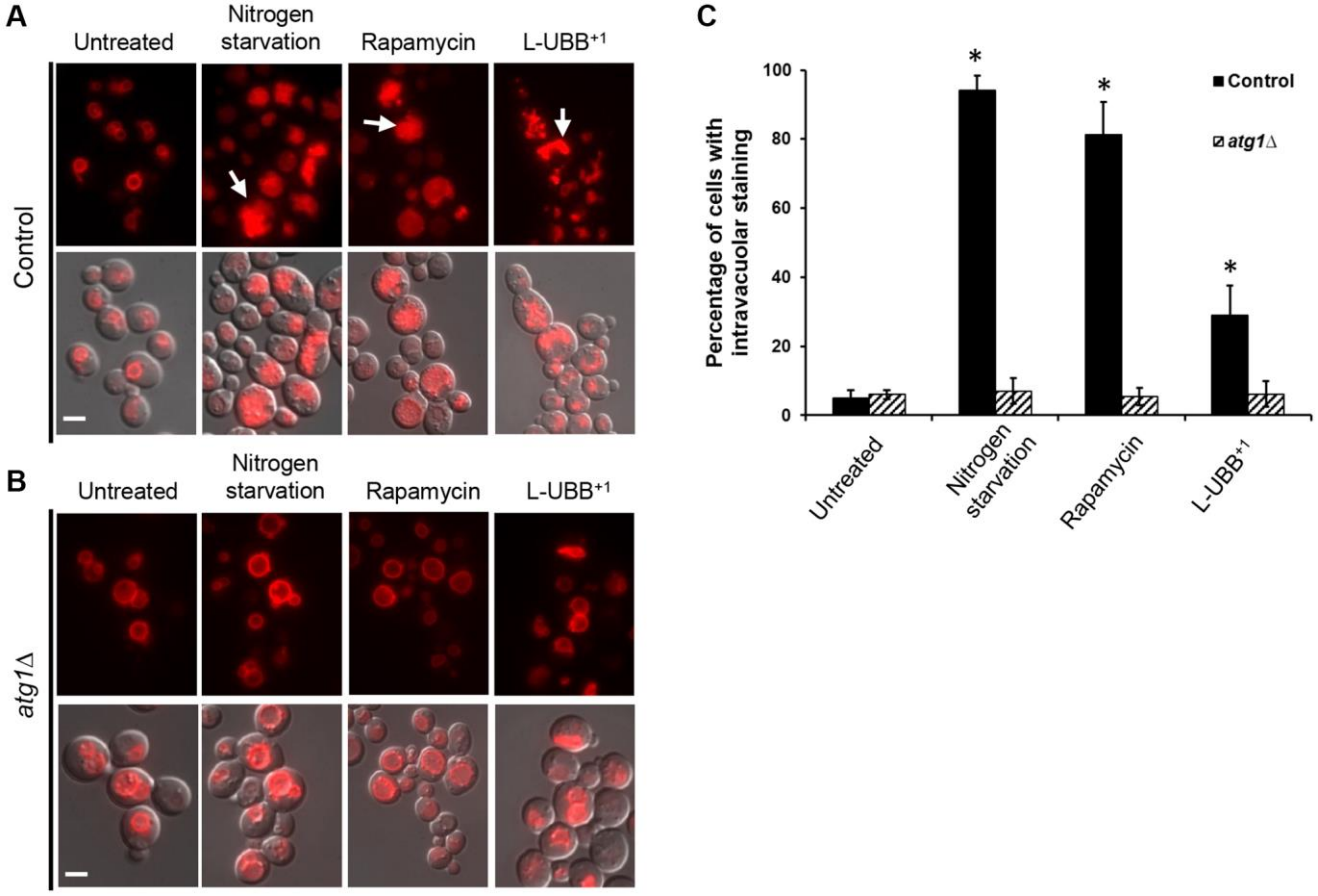
**Low UBB^+1^ expression increases vacuolar activity.** Images of vacuole staining with FM 4-64 under wild type background (**A**) and *atg1Δ* mutant background (**B**). Top panel: FM 4-64 fluorescence. Bottom panel: overlay of DIC and FM 4-64 fluorescence images. White arrows indicate cells with intravacuolar staining. Scale bar = 5 μm. (**C**) Quantification of the percentage of cells containing intravacuolar staining in the indicated strains. The data are shown as average values ± SD from three independent experiments, with more than 200 cells per experiment. The asterisk (^*^) indicates significant differences from the untreated control strain (*p* < 0.05).

### Low expression of human UBB^+1^ significantly extends chronological life span

Beyond its function in turn-over and renewal of cellular contents, autophagy plays a prominent role in the life span of many model organisms. Multiple reports indicate that a plethora of nutritional, pharmacological, or genetic manipulations that increase life span often stimulate autophagy, whereas inhibition of autophagy is associated with accelerated aging [34, 46, 47]. To determine whether the L-UBB^+1^ expression-induced autophagy led to alterations in life span, we performed CLS analyses to the control, L-UBB^+1^, *atg1*Δ and *atg1*Δ_L-UBB^+1^ strains. The number of surviving cells were determined by colony forming unit (CFU) counting (Figure 5A) and PI staining (Figure 5B). Compared to the control strain, the L-UBB^+1^ strain displayed a significantly greater survival after 5 days and the CLS extended from 13 days to 15 days (*p* < 0.01, Figure 5A). However, this markedly extended life span was abrogated when *ATG1* was deleted and life span was shortened to 11 days in *atg1*Δ_L-UBB^+1^ strain (Figure 5A). The source data for Figure 5A was provided in Supplementary Table 3. In accordance with this, the PI staining showed significantly decreased fractions of dead cells in L-UBB^+1^ culture on day 6 and day 9 compared to the control strain (*p* < 0.01, Figure 5B). The fraction of dead cells was 32% lower in L-UBB^+1^ strain than control strain at day 9 (Figure 5B).

**Figure 5:**
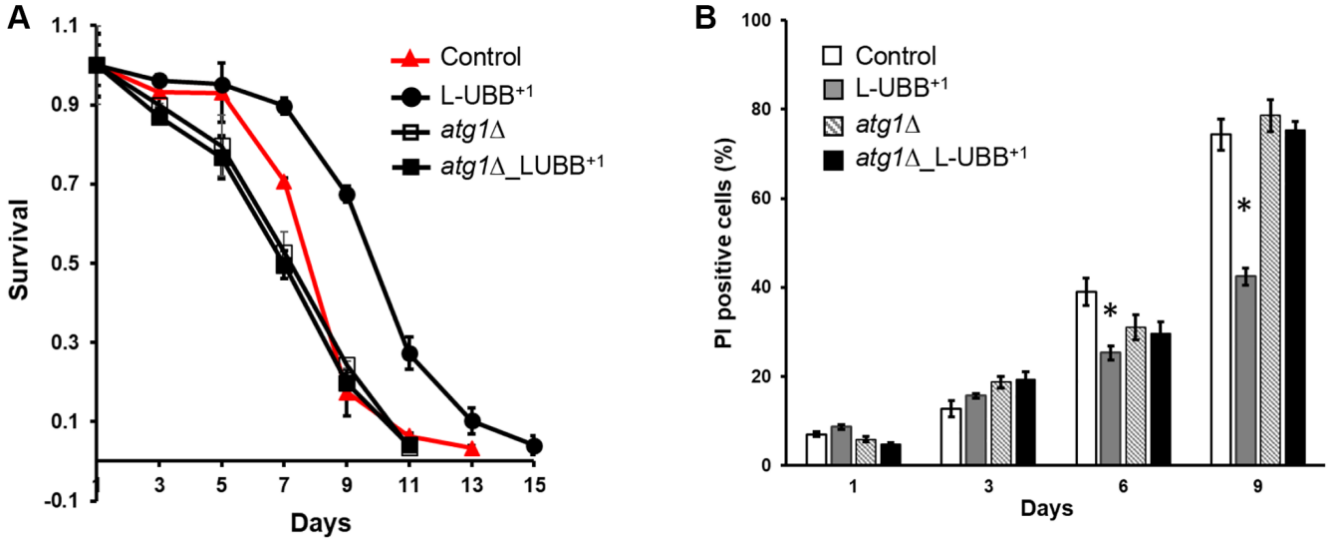
**Low UBB^+1^ expression extends *ATG1*-dependent CLS.** (**A**) Survival of the L-UBB^+1^ strain during stationary phase under wild type background and *atg1Δ* mutant background. Viability was determined by CFU counting. (**B**) Percentages of dead cells are shown as the fraction of propidium iodine (PI) positive cells. The data are shown as mean ± SD from biological duplicates. ^*^p < 0.01.

### Low expression of human UBB^+1^ significantly reduces Aβ levels and cytotoxicity

In previous study, we developed yeast Aβ models that mimic the chronic cytotoxicity of the amyloid peptides [28]. The expression of two major Aβ peptides, Aβ40 and Aβ42, interferes with cellular metabolism and causes different levels of ER stress which regulate cell fate [29]. Here we took advantage of these established Aβ models to investigate whether the L-UBB^+1^ expression could affect the different Aβ toxic isoforms. Immunostaining confirmed the localization of Aβ in the ER/secretory compartment (Figure 6A and Supplementary Figure 6A). In the Aβ42 expression strain, Aβ concentrated in small foci (Figure 6A), compared to a more disperse distribution in the Aβ40 strain (Supplementary Figure 6A), as we discovered previously [28]. Aβ oligomers were detected in the Aβ42 strain (Figure 6B) when protein lysates were not subjected to boiling, which disrupts the oligomers. In the Aβ40 strain, only monomer and dimer were observed in unboiled samples (Supplementary Figure 6B). This clearly illustrates the different capacity of both peptides to form aggregates. When L-UBB^+1^ was co-expressed in the Aβ42 and Aβ40 strains, a significant reduction in the immunostaining fluorescence was observed in both Aβ42 (Figure 6A) and Aβ40 strains (Supplementary Figure 6A). L-UBB^+1^ expression significantly decreased Aβ levels in the Aβ42 strain (*p* < 0.05, Figure 6B and 6C) as determined by immunoblotting. The Aβ40 strain was less sensitive to L-UBB^+1^ expression, which led to a milder reduction of Aβ40 levels (*p* < 0.05, Supplementary Figure 6B and 6C).

**Figure 6:**
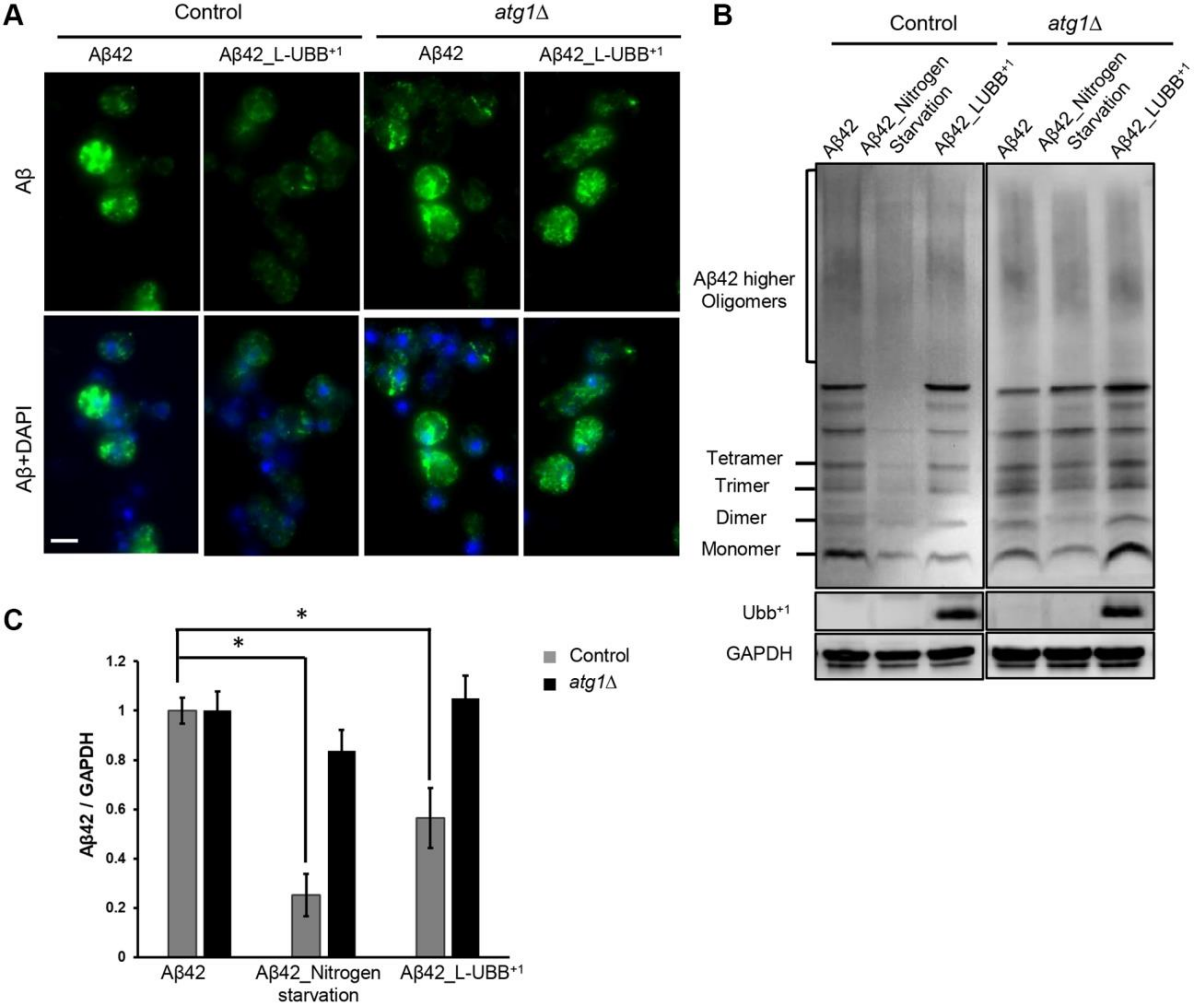
**Low UBB^+1^ expression reduces Aβ42 levels in the humanized yeast AD model.** (**A**) Immunostaining analysis of Aβ42 localization and expression using the 6E10 Aβ specific antibody. Nuclei were stained blue by DAPI. Scale bar = 5 μm. (**B**) Western blot analysis of Aβ42 expression in unboiled cell lysates with 6E10 antibody. GAPDH was used as the loading control. (**C**) Relative Aβ42 band intensity was normalized to GAPDH and compared to the untreated Aβ42 strain. Results are reported as mean ± SD of three independent experiments. ^*^p < 0.05.

The reduced intracellular Aβ42 and Aβ40 levels might in part be due to enhanced autophagy upon L-UBB^+1^ expression. In the *atg1*Δ mutant strain, L-UBB^+1^ co-expression did not significantly alter Aβ levels in neither Aβ42 strain (Figure 6) nor Aβ40 strain (Supplementary Figure 6), indicating that activated autophagy was important for reduced Aβ levels upon L-UBB^+1^ expression.

The Aβ42 strain displayed a 17% reduction of maximal specific growth rate, compared to the control strain, and a shortened CLS of 9 days compared to 13 days in the control strain (Figure 7A), in agreement with our previous observations [28]. L-UBB^+1^ expression did not restore the decreased maximal specific growth rate of the Aβ42 strain (data not shown), however it did significantly enhance the cell survival. The CLS was extended to 15 days in the Aβ42_L-UBB^+1^ strain compared to 9 days in the Aβ42 strain (Figure 7A). Although the Aβ40 strain did not show the notable differences in physiology from control strain [29], CLS was shortened to 11 days compared to 13 days in the control strain. L-UBB^+1^ co-expression also led to an extended CLS in the Aβ40 strain, which showed a similar viability pattern with the Aβ42_L-UBB^+1^ strain (Figure 7A).

**Figure 7:**
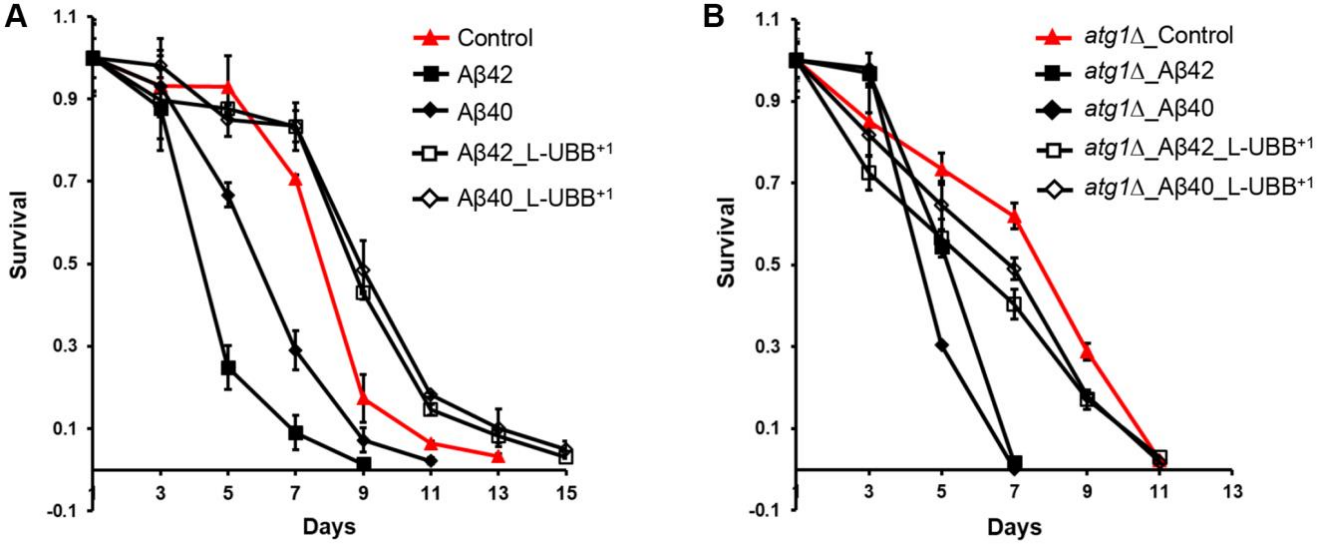
**Low UBB^+1^ expression reduces Aβ42 and Aβ40 toxicity.** (**A**) Survival of the Aβ42 and Aβ40 strains during stationary phase without or with low UBB^+1^ expression under wild type background. (**B**) Survival of the Aβ42 and Aβ40 strains during stationary phase without or with low UBB^+1^ expression under *atg1Δ* mutant background. Viability was determined by CFU counting. The data are shown as mean ± SD from biological duplicates.

The *atg1*Δ mutant strain showed a shorter CLS compared to the control strain (Figure 7B). Deficient expression of *ATG1* (Unc-51) has been shown to decrease the life span of *C. elegans* [48] and *D.melanogaster* [49]. Aβ42 and Aβ40 expression in an *atg1*Δ mutant background led to a similar and remarkably shorter CLS of 7 days (Figure 7B), indicating that absence of autophagy increases cellular susceptibility to Aβ toxicity. L-UBB^+1^ co-expression with Aβ42 or Aβ40 in the *atg1*Δ background strain increased cell survival (Figure 7B), however the effect was not as strong as that of co-expression in the wild type background (Figure 7A). The CLS was extended to 11 days in both *atg1Δ*_Aβ42_L-UBB^+1^ strain and *atg1Δ*_ Aβ40_L-UBB^+1^ strain, with lower survival compared to *atg1*Δ mutant strain. This suggests that the Aβ toxicity attenuation by low UBB^+1^ expression is not solely determined by elevated autophagy, but probably involves a secondary mechanism. The source data for Figure 7 was provided in Supplementary Table 3.

## DISCUSSION

Humanized yeast models have been constructed and used to investigate molecular mechanisms underlying several human neurodegenerative disorders, by expressing human proteins implicated (or suspected to play a relevant role) in these diseases and studying the effects on yeast cell physiology, fitness, and different molecular pathways [50, 51]. UBB^+1^ has been found to accumulate in the brain of AD patients [52] and it is thus believed that it might contribute to the development of neuropathology of AD [53], thus a humanized yeast model by using heterologous expression of UBB^+1^ in yeast, could provide insights into its role(s) *in vivo*. We found that constitutive low levels of UBB^+1^ expression increase the capacity to degrade misfolded proteins and prevent cells to accumulate reactive oxygen species [27]. Here, we investigated the potential molecular mechanisms behind these effects by using genome-wide transcriptional analyses to generate hypotheses, which we tested by using molecular and cell biology tests. We found that the autophagy pathway was significantly upregulated in L-UBB^+1^ strain, which may therefore contribute to decreased intracellular Aβ42 and Aβ40 levels and attenuated Aβ-induced cytotoxicity.

Autophagy is an evolutionarily conserved catabolic pathway used to degrade misfolded or aggregated proteins, as well as damaged cellular organelles, and is an important neuroprotective mechanism [54–56]. Neurons and glia in the central nervous system (CNS) are highly specialized post-mitotic cells that need to continuously remove defective proteins and organelles [57]. Cellular and animal models have shown that autophagy pathways are involved in the regulation of neurogenesis, and if they are not functional lead to neuronal disorders. Deficient autophagy in microglia results in impaired synaptic refinement and social behavioral defects [58, 59].

Our transcriptional analyses revealed that low expression of UBB^+1^ elevated the expression of genes involved in ubiquitin-related processes and autophagy pathways. Genes involved in macroautophagy and selective autophagy pathways were significantly upregulated (Figures 1 and 2). In addition, UBB^+1^ expression increased the intravacuolar accumulation of FM4-64 stained vesicles after PMSF treatment, indicating increased vacuolar activity (Figure 4). Analysis of distribution and cleavage of GFP-Atg8 showed that UBB^+1^ expression promoted the uptake of Atg8 into vacuole and the cleavage of free GFP from the GFP-Atg8 fusion (Figure 3). This process occurs during autophagy where GFP-Atg8 is engulfed by the completed autophagosomes and then degraded [60]. Similar effects were observed with two known strong activators of autophagy, nitrogen starvation and rapamycin treatment (Figures 3 and 4), suggesting that low UBB^+1^ expression increases autophagy activity, but moderately. Impaired autophagy with reduced capacity to eliminate pathogenic proteins has been reported in many neurodegenerative disorders such as AD and PD [61]. Autophagy lysosomes are increased in early stages of AD, whereas impaired clearance of autophagic vesicles, e.g., maturation and transport of autophagosomes, and reduced lysosomal proteolysis, are observed in later stages of AD, which may contribute to Aβ accumulation [62, 63]. Activating autophagy by rapamycin treatment, an inhibitor of mTOR pathway, protects neuroblastoma cells from Aβ toxicity [64], reduces cerebral Aβ load and slows AD progression in a transgenic AD mouse model [65]. Our data showed that low UBB^+1^ expression reduced intracellular levels of Aβ42 and Aβ40 in the wild type background but not in the *atg1*Δ mutant background (Figure 6 and Supplementary Figure 6), indicating that L-UBB^+1^ expression decreased Aβ levels as a function of autophagy activation. Activation of autophagy has been shown to protect cells against multiple forms of stress, including nutrient and growth factor deprivation, reactive oxygen species, endoplasmic reticulum stress, damaged organelles or protein aggregates [66]. We observed that the low UBB^+1^ expression prolonged CLS in Aβ strains during chronological aging. The increased cell survival was reverted in the *atg1*Δ mutant background, further supporting the notion that activation of autophagy is crucial in promoting cellular survival and protection against Aβ induced toxicity.

Besides the autophagy pathways, the genome-wide transcriptional analyses also revealed that many UPS-related processes were activated in response to low UBB^+1^ expression. The UPS is a key component of the PQC for maintaining the proper concentrations of many regulatory proteins and clearing damaged/misfolded proteins [67]. Several studies suggest that sustained proteasome activity correlated with longevity, as found in centenarians [68], immortal cells such as human Embryonic Stem Cells (hESCs) [69], long-lived animals such as the naked mole-rat [70] and the giant clam [71]. The correlation has been further supported by genetic approaches. A genetic gain-of-function screening in *D. melanogaster* shows that *rpn11*, encoding a subunit of the 19S regulatory particle (RP), extends the flies’ life spans with suppression of accumulated ubiquitinated proteins during aging process [72]. Increased expression of *rpn6*, another subunit of the 19S RP, results in elevate proteasome activity, clearance of toxic PolyQ aggregated and increased longevity in *C. elegans* [73]. *Rpn4* is required to induce proteasome subunits under conditions of proteasome dysfunction [74] and elevated *rpn4* levels increase UPS capacity which enhances replicative lifespan and resistance to proteotoxic stress in yeast [75]. The expression levels of *rpn11*, *rpn6* and *rpn4* were significantly increased in the L-UBB^+1^ strain, which may additionally assist in reducing Aβ cytotoxicity.

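*RPN4*, the transcription factor that activates proteasome genes, was 3.79-fold higher in the L-UBB+1 strain at EX and 3.42-fold higher at D6 (log2 fold changes 1.92 and 1.78, standard error 0.14 each, n = 2 arrays per group). The 19S subunit genes *RPN6* and *RPN11* changed less. *RPN6* was 1.66-fold higher at EX and 1.83-fold at D6, and *RPN11*, which removes ubiquitin from substrates, was 1.34-fold and 1.46-fold higher. From limma, adjusted p at EX was 1.22e-05 for *RPN4*, 0.000168 for *RPN6* and 0.00537 for *RPN11*. At an adjusted p under 0.05 with no fold threshold, 9 of 19 genes of the 19S regulatory particle were higher and 3 lower at EX (9 and 3 adjusted over the list alone), led by *RPT6* (1.96-fold) and *RPN8* (1.78-fold), while *RPN7* fell by 0.81 on the log2 scale. Of 14 genes of the 20S core, 1 was higher and 10 were lower (1 and 10 adjusted over the list alone), among them *PRE6* and *PRE3* with log2 fold changes of -1.27 and -1.14. At D6 the counts were 11 higher and 3 lower for the regulatory particle and 3 and 7 for the core, with the same counts when adjusted over the list alone. Many genes passed this threshold. Of all 5444 genes, 2027 were higher and 2039 lower at EX, and 2051 and 2089 at D6. By Fisher's exact test on the called genes, neither list was over-represented, with 3 of 14 core genes lower at EX (adjusted p = 0.801), 1 of 14 lower at D6 (adjusted p = 0.602) and 2 of 19 genes of the regulatory particle higher at D6 (adjusted p = 0.674). By camera with its preset correlation at EX, the core list was lower than other genes (adjusted p = 0.0469; adjusted p = 0.551 with an estimated correlation) and the regulatory particle did not pass (adjusted p = 0.15). By the same camera test of limma at D6, the core did not pass (adjusted p = 0.319) and the regulatory particle was higher than other genes (adjusted p = 0.0432; adjusted p = 0.532 with an estimated correlation).

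**Figure D3:**
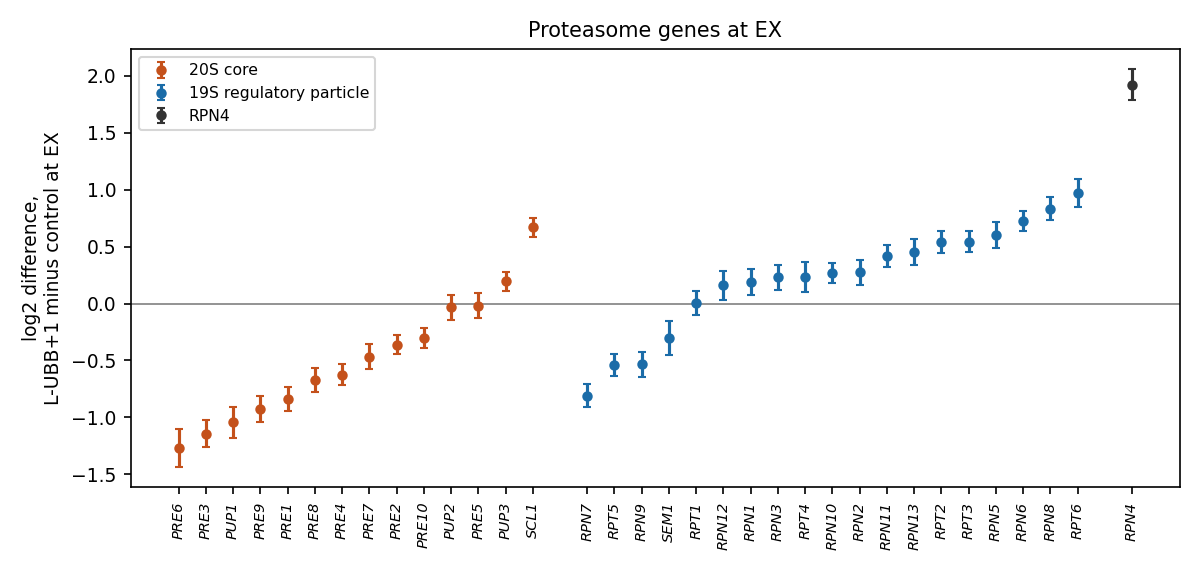
Log2 difference between the L-UBB+1 strain and the control strain at EX for each gene of the 20S core, of the 19S regulatory particle and for *RPN4*; points are estimates and bars are standard errors from the fit over 8 arrays. The core genes run from -1.27 for *PRE6* to 0.67 for *SCL1*, and *RPN4* stands at 1.92.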

UPS and autophagy are two major protein degradation systems in eukaryotic cells, which aim at maintaining proteostasis. Recent studies strongly suggest functional crosstalk and interplay between these two systems. Autophagy can be activated in response to genetic or pharmacological inhibition of UPS [76]. With impaired proteasome function, the aberrant protein aggregates form large inclusion body-like structures known as aggresomes [77], which are thought to promote autophagy-mediated degradation [39]. Compensatory autophagy was induced in response to a dysfunctional UPS in a *Drosophila* model of the spinobulbar muscular atrophy via a histone deacetylase 6 (HDAC6)-dependent aggresome pathway [78]. The molecular mechanisms underlying autophagy activation in response to UPS inhibition are not clear, but many factors may be involved, including the N-terminal arginylation of N-end rule pathway [79], the unfolded protein response [80], and the BCL family protein MCL1 (myeloid cell leukemia sequence 1) [81]. Previous studies have showed that UBB^+1^ is a dose-dependent inhibitor of UPS [20]. We found previously that the overexpression of UBB^+1^ indeed decreases the proteolytic activities of the proteasome [27].

Overall, our study shows that low UBB^+1^ expression significantly increased the autophagy activity and thus induced intracellular degradation of Aβ, which increased cell fitness and survival. Identifying how moderate induction of autophagy can significantly reduce Aβ accumulation and consequently reduce its cytotoxicity could be relevant for understanding better the molecular onset and progression of AD, as well as potential targets for pharmacological intervention.

## MATERIALS AND METHODS

### Strains and cultivation

The haploid laboratory strain *S. cerevisiae* CEN.PK113-11C (*MATα his3Δ1 ura3-52 MAL2-8c SUC2*) [82] was used as a reference strain in this study. The *atg1Δ* mutant strain was constructed by transforming the reference strain with a PCR amplified *KanMX* cassette (from the pUG6 plasmid [83]) including approximately 500 bp upstream sequence and 500 bp downstream sequence flanks homologous to the *ATG1* locus. The gene deletion was confirmed by PCR using primers outside the *ATG1* open reading frame (ORF) and inside the *KanMX* gene respectively. All primers used are listed in the Supplementary Table 4. The previously described p413 TEF-UBB^+1^, p416 GPD-Kar2-Aβ42 and p416 GPD-Kar2-Aβ40 plasmids for constitutive expression of UBB^+1^, Aβ42 and Aβ40 respectively [27, 28] were transformed into the reference strain and *atg1Δ* strain. The p413 TEF-EP plasmid [84] was transformed into the reference strain and *atg1Δ* strain to construct control strains. The pRS416 GFP-ATG8 expression plasmid containing the *GFP-Atg8* gene under the endogenous *ATG8* promoter was donated by Prof. Daniel Klionsky, University of Michigan [85] (http://www.addgene.org/49425/, RRID:Addgene 49425). All plasmids and yeast strains used in this study are summarized in Supplementary Table 5.

All yeast transformations were performed following a standard lithium acetate method and transformants were selected on synthetic dextrose (SD) medium without histidine for L-UBB^+1^ strain (SD-His, Formedium, England), or without uracil for Aβ42 and Aβ40 strains (SD-Ura, Formedium, England), or without both histidine and uracil for L-UBB^+1^ and Aβ42/Aβ40 co-expression strains (SD-His-Ura, Formedium, England). For cultivation, strains were grown in liquid SD medium with 20 g l^−1^ glucose. Synthetic minimal medium without ammonium sulfate and amino acids (YNB (-N) medium, Formedium) containing 20 g l^−1^ glucose was used for nitrogen starvation experiments.

### Transcriptome

Biological duplicate cultures from the control strain and L-UBB^+1^ strain were sampled during EX and D6 for microarray analysis. Cells were frozen immediately in liquid nitrogen for rapid quenching of mRNA turnover [86]. Cells were mechanically disrupted using a FastPrep homogenizer (MP Biomedicals, USA) and total RNA was extracted using the RNeasy Mini Kit (QIAGEN, Germany). Quality of total RNA was assessed using an RNA 6000 Nano LabChip Kit (Agilent Technologies, USA) with an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). The labeled RNA was generated using the GeneChip^®^ 3′ IVT Plus Reagent Kit (Affymetrix, USA), which was hybridized to GeneChip^®^ Yeast Genome 2.0 Arrays (Affymetrix, USA). Staining and washing of the hybridized arrays were performed on the GeneChip^®^ Fluidics Station 450 (Affymetrix, USA). Further microarrays were scanned in GeneChip^®^ Scanner 7G (Affymetrix, USA). RNA labelling, array hybridization and scanning were performed by the Bioinformatics and Expression Analysis core facility at Karolinska Institute, Sweden. Microarray data are available at the Genome Expression Omnibus website (GEO, http://www.ncbi.nlm.nih.gov/geo/) with the accession numbers GSE129688. The transcriptome data (CEL files) were analyzed using the R version 3.4.0 and the PIANO package (Platform for Integrative Analysis of Omics) with information from the Saccharomyces Genome Database (https://www.yeastgenome.org/) [87]. Gene set enrichment analysis (GSA) was performed to identify overrepresentation of functional annotation categories using the Database for Annotation, Visualization and Integrated Discovery (David, https://david.ncifcrf.gov/). The S288C yeast genome background was used to analyze the magnitude of fold enrichment. The differential gene expression (log_2_-FC) and corresponding significance (adjusted *p*-value) were calculated by the Benjamini–Hochberg method. Heatmaps of significantly differentially expressed genes and gene sets were generated by pheatmap R package.

### Immunoblotting

Protein extraction and western blotting were performed as described previously [28]. 5 OD_600 nm_ of cells were spun down at 4000 g for 5 min. Cell pellets were resuspended in 200 μl of lysis buffer containing 50 mM HEPES (pH 7.5), 150 mM NaCI, 2.5 mM EDTA, 1% Triton X-100 with Complete Mini Protease Inhibitor (Roche, Switzerland). 200 μl of glass beads (MP Biomedicals, USA) was added to the solution, then the cells were mechanically disrupted for 3 min on the FastPrep homogenizer (MP Biomedicals, USA) at 4°C. Afterwards, samples were centrifuged at 13 000 g for 15 min at 4°C, and the supernatant was collected as lysate. Protein concentrations in the lysate were measured using a BCA protein assay kit (Thermo Scientific, USA) and 50 μg of protein for each sample was loaded on a 4–12% Bis-Tris gel (Invitrogen, USA). Primary antibodies 6E10 (anti-Aβ residues 1-16, Covance, USA), anti-GFP (Roche, Switzerland), anti-Ub^+1^ (Santa Cruz, USA) and anti-GAPDH (Santa Cruz, USA) were used for immunoblotting. Blots were developed using ECL Prime reagents (GE Healthcare, USA) and scanned by ChemiDoc MP Imaging System (BioRad, USA). Images were quantified with Image J.

### GFP-Atg8 processing assay

*S. cerevisiae* strains harboring the pRS416 GFP-Atg8 expression plasmid were grown to mid exponential phase (OD_600 nm_ 0.5–0.6) in SD-Ura-His medium. Cells were washed in PBS once and cultured in SD-Ura-His medium, YNB (-N) medium and SD-Ura-His medium with 0.2 μM rapamycin respectively for 4 h at 30°C. Following incubation, 5 OD_600 nm_ of cells were harvested for western blot analysis using anti-GFP antibody (Roche, Switzerland) and anti-GAPDH antibody (Santa Cruz, USA). The rest of cells were observed by Leica AF 6000 inverted fluorescence microscopy (Leica DMI4000B, Germany) using the DIC and FLUO-GFP filters. Images were processed with the Leica Application Suite (LAS) software.

### FM 4-64 staining

As a lipophilic styryl dye, FM 4-64 specifically stains the vacuolar membrane in yeast based on the method described by Journo D et al. in 2008 [45]. Yeast cells (control, L-UBB^+1^, *atg1Δ*_control and *atg1Δ*_L-UBB^+1^ strains) were cultured to mid exponential phase (OD_600 nm_ 0.5–0.6) in SD-His medium. 5 OD_600 nm_ units of cells were harvested and resuspended in 1 ml of YPD medium containing 4 μM of FM 4-64 dye (Invitrogen, USA). Cells were cultivated for 30 min at 30°C in the dark. Then cells were resuspended in 10 ml of YPD without FM 4**-**64 and incubated for 40 min at 30°C. After washing in 50 mM HEPES buffer (pH 7) twice, cells were resuspended in either SD-His medium or YNB (-N) medium containing 1 mM PMSF (Phenylmethylsulfonyl fluoride, Sigma Aldrich, USA) and 10 mM sodium citrate (pH 4.3). Rapamycin (MW 914.17, Cat no. R8781, Sigma Aldrich, USA) treatment was done in SD-His medium with a final concentration of 0.2 μM. After 4 h incubation at 30°C, cells were washed and resuspended in YNB (-N) medium containing 10 mM sodium citrate (pH 4.3) and visualized by Leica AF 6000 inverted fluorescence microscopy (Leica DMI4000B, Germany) using the DIC and FLUO-RFP filters. Images were processed with the Leica Application Suite (LAS) software and the numbers of cells with intravacuolar staining were quantified.

### Chronological Life Span (CLS) assay

CLS was determined as described previously [88]. Yeast strains were inoculated into 5 ml of SD-Ura, SD-His or SD-Ura-His medium depending on the strain requirements and grown overnight. After 20 h, cells were diluted into 20 ml of fresh SD medium to an initial OD_600 nm_ of 0.1. Cultures were grown under continuous shaking (200 rpm) at 30°C. After 48 h, maximal cell densities were reached and therefore this time point was considered as day 1. Subsequently, cellular viability was estimated by a CFU assay every two days until day 15. Approximately 400 cells were plated onto SD plates and incubated at 30°C for 48 h. CFU was calculated as the number of colonies formed divided by the number of plated cells.

### Propidium iodide staining

Cell death was measured by propidium iodide (PI, Thermo Fisher Scientific, USA) staining as previously described [28]. 0.5 OD_600 nm_ of cells were taken at different time points (e.g., 1-, 3-, 6- and 9-days) during cultivation. Cells were washed once at 4000 g for 5 min with PBS and stained with 0.5 μg ml^−1^ of PI for 20 min in the dark. 5000 cells were analyzed for each sample with Guava flow cytometer (Merck, Germany). Experiments were performed in biological triplicates.

### Immunostaining

Strains were grown in SD-Ura or SD-His medium overnight at 30°C. Cultures were diluted into 20 ml of SD medium (OD_600 nm_ 0.1) and grown to mid exponential phase (OD_600 nm_ 0.5–0.6). Cells were spun down and fixed immediately with 5 ml of 4% formaldehyde, 50 mM KPO_4_ (pH 6.5) and 1 mM MgCI_2_ for 2 h. After fixation, cells were washed in 5 ml of PM (0.1 M KPO_4_ pH 7.5 and 1 mM MgCI_2_) and resuspended in PMST (0.1 M KPO_4_ pH 7.5, 1 mM MgCI_2_, 1 M Sorbitol and 0.1% Triton X-100) to a final OD_600 nm_ of 10. 100 μl of cells were incubated with 0.6 μl of 2-mercaptoethanol and 1 mg ml^−1^ zymolyase (Zymo Research, USA) for 40 min at 37°C. Spheroplast suspension was added to a polylysine-coated cover glass. The cells were blocked in 0.5% BSA/PMST for 30 min at RT, and incubated with primary antibody (6E10, Covance, USA) overnight at 4°C. After rinsing 3 times with PMST, cells were incubated with secondary antibody (anti-mouse Alexa 488, Dako, Denmark) for 2 h at RT in the dark. Then cells were stained with 0.4 mg ml^−1^ DAPI (4′,6-diamidino-2-phenylindole) for 5 min in the dark. Images were acquired using Leica AF 6000 fluorescence microscope (Leica DMI4000B, Germany), and processed with LAS software.

### Real-time quantitative PCR (qPCR)

qPCR was performed as previously described [29]. 1 μg of total RNA was used for cDNA synthesis with the QuantiTect Reverse Transcription Kit (QIAGEN, Germany). 2 μl of synthesized cDNA was used as the template for qPCR reaction with a DyNAmo Flash SYBR Green qPCR kit (Thermo Fisher Scientific, USA). Threshold cycle (Ct) values were obtained and the ΔΔCt method was used to calculate the fold change in transcript levels. RNA levels were normalized to the housekeeping gene *ACT1*. The primer sets are listed in Supplementary Table 4.

### Statistical analysis

Significance of differences between strains were determined as mean ± SD using two-tailed student *t* tests. A *p-*value < 0.05 was considered statistically significant unless specified explicitly. All experiments were done in biological triplicates unless specified otherwise.

## Supplementary Materials

Supplementary Figures

Supplementary Tables

How the deposited data were processed for this re-analysis (not part of the article)

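Transcript levels were measured on Affymetrix GeneChip Yeast Genome 2.0 arrays from the control strain with an empty vector and from the L-UBB+1 strain, each sampled at EX and at D6 with 2 biological replicates, 8 arrays in all. The deposited table holds log2 expression values per probe set, made by the authors from the scanned arrays in R with the PIANO package and normalized between arrays before deposition. The methods of the paper name R 3.4.0 and the submitters' processing notes R 3.2.3; the normalization and probe summarization methods are not given in the sources used here. The values were used as deposited. The medians of the arrays lay between 8.338 and 8.41.

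Probe sets were tied to genes by the gene named for them in the platform annotation, with 12 symbols updated through their gene ID. Of 5705 probe sets, 5489 had 1 gene and 216 had no gene named, and the latter were left out. For 43 genes with more than 1 probe set, the probe set with the highest mean was used. This left 5444 genes, 115 of them measured by a probe set that can also hybridize to related transcripts. Each gene was fitted with limma 3.58.1 in R 4.3.3 to the 4 group means (4 residual degrees of freedom, 3.26 prior degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.001 and a log2 fold change of at least 1 in size. The comparisons were the strains at EX and at D6, the phases within each strain, and the difference of the strain effect between the phases.

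Gene lists were tested with Fisher's exact test, two-sided, on the calls, with adjustment over all lists, directions and phases. As an alternative, limma's camera was run over all genes with a preset correlation of 0.01 and with an estimated one. Principal components were computed on centred genes without scaling. The genes named in the text were, among calls whose arrays did not overlap, the 10 largest rises and falls of each strain comparison and the 5 largest of each phase comparison; the genes the paper names for their transcripts and those of Fig. 2B and 2C, whose colours had been seen; the 3 largest changes of each list at EX; a fixed set of reference and marker genes; and the 5 genes in each direction with the smallest adjusted p for the difference of the strain effect. *SCL1* and *MFA1* were named after their values were seen.

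The fit was tested on simulated data with the measured spread of each gene, in which 100 genes were changed by 1.5 and another 100 by 3 on the log2 scale. At EX 63 of the genes changed by 1.5 and 91 of those changed by 3 were called, with 0 unchanged genes called. For the phases of the control strain these counts were 62 and 95, with 1 unchanged gene called. In these simulated data, with 2 arrays per group, smaller changes often escaped a call. Few genes were changed in them, against 1867 called at EX in the data, and the adjusted p is stricter where few genes change. The shares recovered therefore do not carry over to the measured strain comparisons. Alternatives covered the normalization, dim genes, the choice of probe sets, the arrays in the fit, the prior, a replicate block, the thresholds, the methods' own test and each array left out in turn. *S. pombe* and control probe sets were not used here, so the RNA quality and background checks that rest on them were not made.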

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

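The camera tests of the difference of the strain effect, the crossed replicate block, the tests of brightness and of array pairing, the readings of *MF(ALPHA)1*, of the gluconeogenesis and β-oxidation lists and of *SPG1* and *SPG4*, and that of *ATG1* under exchanged labels were chosen after the results were seen; the stress gene test of exchanged labels and the a-specific gene test of different mating types were planned, and the latter fell between its planned bounds.

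Gene lists differed in their strain effect between the phases only where camera used its preset correlation. By limma's camera with its preset correlation, 17 lists had a different strain effect at D6 than at EX, 12 of them higher and 5 lower. With an estimated correlation none passed (smallest adjusted p = 0.74). No single gene passed an adjusted p under 0.05 in limma, against 868 at an unadjusted p under 0.05. With the crossed replicate block 393 genes passed, a count that can be too high because the block was chosen from the spread it removes. The median difference on the log2 scale was 0.95 for stationary phase and general stress genes, 0.72 for the cvt pathway, 0.41 for mitochondrial ribosomal proteins, 0.40 for oxidative stress defence, 0.35 for histones, 0.34 for β-oxidation, 0.33 for the TCA cycle and 0.32 for the respiratory chain. It was 0.26 for the core autophagy machinery, 0.30 for the autophagosome formation genes drawn by the study, 0.23 for the 20S core of the proteasome and 0.21 for ubiquitin-activating and conjugating enzymes. It was -0.84 for ribosome biogenesis, -0.32 for tRNA synthetases, -0.30 for amino acid synthesis, -0.28 for translation factors and -0.20 for ergosterol synthesis.

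In the control strain, 191 genes differed between D6 and EX at an adjusted p under 0.05 in limma, 135 higher and 56 lower at D6, a comparison the paper does not report. Of the 135 higher genes, 60 were among the 128 ribosome biogenesis genes (126 adjusted over the list alone), whose median log2 difference was 0.88, against 0.02 between D6 and EX in the L-UBB+1 strain. Phosphoglucomutase *PGM2* fell by 1.95 on the log2 scale (adjusted p = 0.031, n = 2 arrays per group) and the cytosolic catalase *CTT1* had -1.67 (adjusted p = 0.0473). The adenine deaminase *AAH1* rose by 1.42 (adjusted p = 0.031). Of 45 stationary phase and general stress genes, 0 were higher and 6 lower at this threshold (0 and 28 adjusted over the list alone). Their median was -0.99, so these genes were lower on the control arrays labelled as stationary phase. Whether the EX and D6 labels within the control strain are right was not tested.

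The arrays separated by strain far more than by growth phase. A distortion that depends on brightness alone keeps the order of genes, and the highest rank correlation between arrays of different strains was 0.595; strains of different mating type need alpha cells in 1 of them, while the a-specific genes, with a median of -2.22 at D6, were carried by the control arrays, and the alpha-specific genes had medians of 0.54 at EX and 0.76 at D6 (3 of 4 genes higher at an adjusted p under 0.05 in limma), below the log2 difference of 3 set for alpha cells, with *MF(ALPHA)1* at 0.11 at EX. If the control D6 and L-UBB+1 EX labels were exchanged, the present strain differences could be growth phase differences, and the planned test, the stationary phase and general stress genes in control D6 against control EX, gave a median of -0.99, and 0.11 in L-UBB+1 EX against control EX where an exchange needs over 1, so neither prediction was met; going with an exchange, the gluconeogenesis list had a median of -0.16 and β-oxidation of -0.31 in this comparison, against 3.35 and 3.69 between the strains at D6, and *SPG1* and *SPG4* had -0.67 and -0.62. Under that exchange *ATG1* would be 1.10-fold higher in the L-UBB+1 strain at EX on the arrays. By qPCR the paper gives 7.33-fold and states that 10 autophagy genes were higher. This goes against the exchange unless the qPCR used the same mislabelled RNA, a point the methods leave open. The measures are unlike, as the qPCR value is relative to *ACT1* and the 1.10-fold is not. Relative to *ACT1*, the arrays as labelled gave 31.5-fold, which also differs from the qPCR value. The paper's GFP-Atg8 and FM 4-64 measures, which use no RNA, also run as labelled but do not read the labels of the arrays. The exchange therefore cannot be told apart from a strain effect. A response of the cells to UBB+1 is the biological explanation that the design names, and it was not tested against these.

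In 2 of 4 pairs across the phases, the L-UBB+1 arrays lay closer than replicates. Arrays EX 1 and D6 2 differed by an SD of 0.086 over genes and EX 2 and D6 1 by 0.143, below the replicate pairs of this strain (0.249 at EX and 0.287 at D6), while the other 2 pairs differed by 0.291 and 0.256. The deviations of the replicates from their group means correlated at -0.855 across genes between EX and D6. Replicate numbers crossed between the phases may give this correlation, but the small SDs then also need cells nearly alike at EX and D6. In the control strain, EX and D6 arrays differed by an SD of 0.248 to 0.505. An EX and a D6 array exchanged may give both without that condition. A like state of the L-UBB+1 cells at EX and D6 was not tested, so the 2 explanations cannot be told apart from these arrays.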

How the results depend on the processing

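The crossed replicate block, the threshold of 0.05 over all probe sets and the removal of arrays in pairs were chosen after seeing the data.

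With quantile normalization, 1859 genes were called at EX and 1965 at D6, with arrays centred on their median 1856 and 1971, without the dimmest 25% of genes 1544 and 1660, and with the replicate block 1765 and 1839. The methods' t-test gave 1939 and 1992 unadjusted and 1824 and 1684 adjusted. At an adjusted p under 0.05 with no fold threshold the counts were 4066 and 4140, with 3604 at both, a less strict threshold by construction. For D6 against EX in the control strain, 0 genes became 191 at that threshold, 53 with the fold threshold, 51 with the fold threshold over all probe sets and 26 with the methods' t-test unadjusted. The difference of the strain effect, 0 genes, became 393 under the crossed replicate block. That block was chosen from the spread it removes, so the count can be too high, and the cause was not tested. Over-represented lists, 52, became 67 with the preset and 0 with the estimated correlation of camera. With genes scaled to unit variance the components held 74.5% and 14.0%. Cell cycle genes had a median log2 fold change of -1.17 at EX and of 0.15 without the dimmest 25% of genes, which leaves fewer of them tested, and the list was then lost (adjusted p = 0.205 at EX and 0.737 at D6 by the exact test).

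Without 1 array, with the lone array assumed to vary like the other groups, the first component ranged from 91.4% to 93.9%, the second from 3.61% to 5.87%, the calls from 1424 to 1921 at EX and from 1605 to 1959 at D6, those at both from 1270 to 1625, and the lists from 45 to 54. Without the L-UBB+1 arrays EX 1 and D6 2 the calls were 1463 and 1591, and without EX 2 and D6 1 they were 1562 and 1577. For the named genes, 7916 values under 16 alternatives were judged at an adjusted p under 0.05 in limma with no fold threshold. Of these, 7764 stayed on the same side of it, 131 no longer passed, 21 passed anew and 0 took the opposite direction. This threshold is less strict than that of the calls, and many of the genes were named for their large changes. Centring and a filter based on *S. pombe* probe sets were not run.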

Differences from the paper's values

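The ratio of *ATG1* to *ACT1* was computed after its values were seen, and the setting over all probe sets was chosen after seeing the values.

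By qPCR relative to *ACT1*, the paper's value for *ATG1* at EX is 7.33-fold. On the arrays, *ATG1* relative to *ACT1* was 31.5-fold higher (27.4 to 36.3 over the 4 pairs of arrays), and under the 16 alternatives set before the data were examined it was 28.1 to 35.4, none of them within 1.5 times the paper's value. Without *ACT1* the arrays gave 6.78-fold.

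At EX the paper draws *ATG17*, *ATG7* and *VPS30* as higher, and on the arrays their log2 fold changes of 0.12, 0.33 and 0.13 did not pass an adjusted p under 0.05 in limma. Over the whole of Fig. 2B, 12 of 17 genes were higher at EX and 15 of 17 at D6. Over all probe sets, the first components held 91.94% and 5.29%, which match the numbers printed in Fig. 1A. At an adjusted p under 0.05 with the fold threshold over all probe sets, a setting chosen after seeing the values, 2140 genes were called at EX, 2261 at D6 and 1847 at both.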

Other observations

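The tests of mating-type genes below were chosen after the result was seen.

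Lists of DNA repair and sporulation genes were over-represented among the higher genes of the L-UBB+1 strain. Of 62 DNA repair genes, 24 were called higher and 2 lower at EX (24 and 2 adjusted over the list alone), with *RAD16* of nucleotide excision repair 13.9-fold higher. Of 50 meiosis and sporulation genes, 19 were called higher, and of 24 genes of peroxisome biogenesis 11, among them *PEX18* (6.90-fold). Of 15 genes of the vacuolar proton pump, 7 were called lower (8 adjusted over the list alone). By Fisher's exact test at EX, adjusted p was 0.000373, 0.00222, 0.00487 and 0.0235, and none of these lists passed with an estimated correlation (adjusted p = 0.264, 0.412, 0.374 and 0.264 in limma). The sporulation list was lost without L-UBB+1 EX replicate 2 (adjusted p = 0.0709 by the exact test) and the proton pump list without control EX replicate 2 (0.101). Without the closest L-UBB+1 arrays in pairs, a setting chosen after seeing the data, the sporulation list was lost without EX 2 and D6 1 (adjusted p = 0.162 by the exact test) and the proton pump list without EX 1 and D6 2 (0.0914).

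Transcripts that serve as references also differed between the strains. *ACT1* fell by 2.22 at EX on the log2 scale, and the glyceraldehyde-3-phosphate dehydrogenase *TDH3* had log2 fold changes of -1.82 at EX and -1.94 at D6.

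Genes specific to cells of mating type a had a median log2 fold change of -2.06 at EX, with the α-factor receptor *STE2* at -2.50, so the control arrays carried their transcripts, while the paper states that the strain is MATα. Control cells of mating type alpha would lack these transcripts. *MF(ALPHA)1*, which codes for α-factor, differed by 0.11, against the large rise that L-UBB+1 cells of mating type alpha beside control cells of mating type a would give. The 4 alpha-specific genes had median log2 fold changes of 0.54 at EX and 0.76 at D6, and 3 of them were higher at an adjusted p under 0.05 in limma at each phase. The a-factor gene *MFA1*, named after its values were seen, was not lower, with log2 fold changes of 0.31 at EX (adjusted p = 0.0918 in limma) and 0.64 at D6 (adjusted p = 0.00543). Its mean log2 level at EX was 9.23 on the control arrays and 9.54 on the L-UBB+1 arrays, above the median of every array. Arrays of both strains therefore carried this a-specific transcript. The other 5 a-specific genes were lower at both phases. The mating type of the cells was not tested in another way.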
